# Transcriptome profiling reveals stress-responsive gene networks in cattle muscles

**DOI:** 10.7717/peerj.13150

**Published:** 2022-04-06

**Authors:** Isabelle Cassar-Malek, Lise Pomiès, Anne de la Foye, Jérémy Tournayre, Céline Boby, Jean-François Hocquette

**Keywords:** Pre slaugther stress, Cattle, Transcriptomics, Muscle response, Transcription factors

## Abstract

In meat-producing animals, preslaughter operations (*e.g*., transportation, mixing unfamiliar animals, food and water deprivation) may be a source of stress with detrimental effects on meat quality. The objective of this work was to study the effect of emotional and physical stress by comparing the transcriptomes of two muscles (M. *longissimus thoracis, LT* and M. *semitendinosus, ST*) in Normand cows exposed to stress (*n* = 16) *vs*. cows handled with limited stress (*n* = 16). Using a microarray, we showed that exposure to stress resulted in differentially expressed genes (DEGs) in both muscles (62 DEGs in LT and 32 DEGs in ST, of which eight were common transcription factors (TFs)). Promoter analysis of the DEGs showed that 25 cis transcriptional modules were overrepresented, of which nine were detected in both muscles. Molecular interaction networks of the DEGs targeted by the most represented cis modules helped identify common regulators and common targets involved in the response to stress. They provided elements showing that the transcriptional response to stress is likely to (i) be controlled by regulators of energy metabolism, factors involved in the response to hypoxia, and inflammatory cytokines; and (ii) initiate metabolic processes, angiogenesis, corticosteroid response, immune system processes, and satellite cell activation/quiescence. The results of this study demonstrate that exposure to stress induced a core response to stress in both muscles, including changes in the expression of TFs. These factors could relay the physiological adaptive response of cattle muscles to cope with emotional and physical stress. The study provides information to further understand the consequences of these molecular processes on meat quality and find strategies to attenuate them.

## Introduction

In livestock species, psychological/emotional factors (including unfamiliar environment or social mixing), physical factors (including transportation, noise or vibrations), climatic factors (including temperature and humidity associated with transfer to the slaughterhouse), and deprivation of food and water are sources of emotional and physical stress. The exposure of animals to stressful conditions has several adverse impacts, including metabolic and health problems and poor welfare. Most of the above conditions often occur during farm management, during preslaughter operations (Deters & Hansen, 2020) or during slaughter, and they have detrimental effects on nutritional and organoleptic meat quality, as reported in pigs and poultry (Debut et al., 2005; Debut et al., 2003; Monin & Sellier, 1985). There is also compelling evidence that preslaughter stress has an undesirable effect on meat quality traits (*e.g*., low tenderness and juiciness) in both beef and lamb (Ferguson & Warner, 2008; Muchenje et al., 2009; Terlouw, 2015; Terlouw et al., 2008; Terlouw et al., 2021; Reiche et al., 2019). The impact of stress on meat quality has been explained by changes in physiological and metabolic properties of the muscle, which is converted to meat *postmortem*: higher depletion of glycogen before slaughter, less production of lactic acid (a byproduct of *post-mortem* glycolysis), and thus insufficient pH decline. Muscles with borderline pH (5.9–6.1) end up being very tough (Marsh et al., 1987), leading to a defect known as dark cutting beef or dark, firm, and dry (DFD) meat.

Changes may be related to variations in protein activities, as well as in protein levels driven by changes in gene expression. Some studies have reported alterations in the muscle proteome of farmed pigs (Morzel et al., 2004), chickens (Hazard et al., 2011; Zanetti et al., 2013), fishes (Silva et al., 2012) and cattle (Díaz et al., 2020; Sentandreu et al., 2021). However, there are few data on the transcriptional response to stress in the muscle of meat-producing animals despite few studies in pigs (Davoli et al., 2009) and in steers following surgery (Zhao et al., 2012). Herein, we examined the transcriptomic response in two different skeletal muscles from cows exposed to preslaughter stress conditions. We used these responses to infer stress-induced changes in the biological and physiological function of these muscles and discussed the biological functions affected by exposure to stress of psychological and physical origins and their potential impact on meat quality.

## Materials and Methods

### Animals and samples

The experiment was conducted with 32 pure Normand cull cows of 48–60 months of age purchased from different private farms in western France. The cows were not pregnant or lactating and had a medium fatness score. They were housed in the experimental farm of the INRAE research centre (UE Herbipôle-Low Mountain Ruminant Farming Systems Facility; DOI 10.15454/1.5572318050509348E12) as described by Gobert et al. (2009) and Delosière et al. (2020).

The cows (mean live weight of 642 kg) received a straw (30%) and concentrate (70%) based diet supplemented with lipids (40 g oil/kg diet DM) obtained from extruded linseeds (60%) and rapeseeds (40%) for 101 ± 3 d. For one group of cows, this diet was the control diet described in Delosière et al. (2020). For the other group, the diet was supplemented with vitamin E (155 IU/kg diet DM) and plant extracts rich in polyphenols (INRA patent #P170-B-23.495 FR; c7 g/kg diet DM, respectively; EP diet). Supplementation with vitamin E (lipophilic antioxidant) and plant extracts rich in polyphenols was used to protect against beef lipoperoxidation in a previous study on sheep (Gladine et al., 2007). The cows received a morning and evening meal representing a daily quantity of 1.8 kg of concentrate and 0.8 kg of hay. They had free access to water. The cows received an isoenergetic and isonitrogenous ration for a mean daily body weight gain of 1.6 kg over the 101 ± 3 d finishing period. Animals were housed in groups of four in 6 × 6 m pens with straw bedding, according to a balanced design relative to feeding treatments. The cows were housed in a freestall barn equipped with individual feed bunks and automatic gates. They were individually offered their appropriate allowance of concentrates and straw each day. Feed intake was calculated daily and adjusted periodically to ensure a daily gain of 1,150 g/d. The finishing period of 101 d, slightly longer than the French standards for cattle (approximately 70 d), was chosen to achieve good production conditions and to facilitate experimental organization.

Cows were finished and slaughtered under conditions of limited stress (*n* = 16) or physical and psychological stress (*n* = 16) as described in Bourguet et al. (2010). Groups included the same numbers of animals for each diet. For the limited stress condition, the cows were transported with a nonexperimental conspecific to avoid social isolation stress and were handled calmly. Specifically, for the stress condition, each cow was individually transported in a lorry (social isolation) towards an unfamiliar farm, where it was taken through a labyrinth by two purposefully noisy experimenters over a period of 30 min. The cow was then transported for 15 min to the experimental slaughterhouse. All cows were slaughtered without any electrical stimulation in compliance with INRAE ethical guidelines for animal welfare at the experimental slaughterhouse of INRAE. The cows were stunned by a captive bolt gun and exsanguinated, as performed in French commercial slaughterhouses. Carcasses were stored in a chilling room (4 °C) for approximately 45 min following exsanguination. Carcasses were sold for human consumption as in any controlled commercial slaughterhouse. Stress status was evaluated through the plasma and urinary cortisol and heart rate as described in Bourguet et al. (2010). Muscle samples from the M. *semitendinosus* (ST) (a himdmuscle involved in locomotion) and the M. *longissimus thoracis* (LT) (a support muscle for the body) were excised within 15 min after slaughter. They were immediately frozen in liquid nitrogen and stored at −80 °C until RNA extraction.

As indicated in Bourguet et al. (2010) and Delosière et al. (2020), experimental procedures and animal holding facilities respected French animal protection legislation, including licensing of experimenters. The procedures were controlled and approved by the French Veterinary Services (agreement B63 345 17). The animal experimental design was described in and registered in the research unit quality management database.

### Muscle transcriptome analysis

Transcriptome analyses were carried out with Agilent oligonucleotide microarrays designed with 10,064 probes (including 1,614 control probes) for 4,210 bovine genes, including more than 3,000 specific muscular genes. The microarray was designed for monitoring transcriptional changes in genes involved in muscle growth (including energy and protein metabolism), carcass composition, fat metabolism and beef quality (including marbling). The microarray was first described in Hocquette et al. (2012a) and subsequently used in Costa et al. (2018).

RNA extraction, RNA quality checking and quantification, target amplification and labelling, hybridization with the probes, and extraction of fluorescent hybridization signals were performed as previously described in Hocquette et al. (2012a).

Data were preprocessed by Feature Extraction 10.1 software (Agilent Technologies, Santa Clara, CA, USA) for all samples and probes. The probes not meeting the quality criteria (saturation and uniformity of spots, intensity above background noise, etc.) were filtered out. Each array was normalized by dividing the raw intensity values of its probe by the median intensity of the control probes of the array. Each probe intensity was then normalized by dividing its raw value by the median of the corresponding probes from all arrays. After removing the probes with missing values, a log_2_ transformation was applied to the data.

The transcriptomic data were submitted to Gene Expression Omnibus (GEO) under the accession number GSE119912. Differential analyses were conducted *via* linear modelling with the diet supplementation* period * stress interaction factor to explain the probe levels. An empirical Bayes method was used to moderate the standard errors of the estimated log-fold changes using the R/Limma package (http://bioinf.wehi.edu.au/limma/) as described in Smyth, Yang & Speed (2003) with a Benjamini and Hochberg multiple testing correction (Benjamini & Hochberg, 1995). The genes for which at least 80% of the probes were consistently different at the adjusted *p* value 10% (*i.e*., estimated rate of true positives in the probe list of 90%) were retained and considered differentially expressed genes (DEGs). 

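The log2 fold changes (stress / limited stress) fitted with limma to the deposited signals of the 32 arrays of each muscle were compared between the probes of a transcript. In the LT, 118 differentially expressed transcripts had a single tested probe and 43 had 2 or more. All the probes lay on the same side of 0 in 42 of these 43 transcripts, and in 37 of them every probe was past the threshold on its own. In the ST, 117 differentially expressed transcripts had a single tested probe and 36 had 2 or more, of which 35 had all their probes on the same side of 0 and 27 had every probe past the threshold. In each muscle, 1 differentially expressed transcript had a probe on the other side. The rule that at least 80% of the probes pass in the same direction largely fixes this agreement, which is thus not independent evidence. Of the transcripts with 2 or more probes that were not differentially expressed, 80 in the LT and 101 in the ST had a probe past the threshold. Among these, 12 and 9 had probes on both sides of 0. The distance between the lowest and the highest log2 fold change of the probes of a transcript had a median of 0.14 in the LT and 0.13 in the ST. It reached 0.87 for the probe set Target333 in the LT and 0.73 for Target1742 (TUBB6) in the ST.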

All probe ratios were found to be consistent for each DEG, meaning that for one gene, all probe ratios were lower than 1 or greater than 1.

### Gene Ontology enrichment

Functional enrichment according to Gene Ontology Biological Process (GO BP) was assessed by submitting lists of accession numbers (for DEGs) or gene names (for common regulators and targets of the DEGs) to ProteINSIDEv2 (Kaspric et al., 2015, https://umrh-bioinfo.clermont.inrae.fr/ProteINSIDE_2/). This workflow enables the analysis of lists of protein or gene identifiers from ruminant species and gathers biological information provided by functional annotations, putative protein secretion and protein interactions. It queries the g:Profiler database based on the most complete information available for *Bos taurus*. The list of array probes was used as a background list for enrichment analysis of the DEG lists. The GO enrichment test was declared significant at a Benjamini–Hochberg FDR < 0.08 (*i.e*., estimated rate of true positives in the gene list of 92%). The results are expressed as –log_10_ (*p* value) on the graphs.

### Identification of cis-transcriptional modules

Promoter sequences were extracted using the program Gene2Promoter (version 3.4.1; Genomatix Software Suite, Munich, Germany, www.genomatix.de) using the default settings, 500 bp upstream and 100 bp downstream of the transcription start site. We selected bovine promoters with at least one relevant transcript and preferentially a high quality level (experimentally verified 5′ transcript or with 5′ end confirmed by PromoterInspector prediction) and for whose number of conserved orthologous promoters was at least 50% of loci. This was performed for DEGs and for all of the genes in the microarray. As the coregulation of mammalian genes usually depends on a combination of TFs rather than individual TFs alone, cis-acting regulatory elements are often organized into frameworks of motifs called cis-transcriptional modules. The selected promoters were submitted to the ‘ModelInspector’ task of GEMS Launcher (version 4.1; Genomatix Software, Munich, Germany, www.genomatix.de) to search for cis-transcriptional modules. For this purpose, the promoter sequences of the genes were scanned for matches to the Promoter Module 5.4 Library (Vertebrate Module section). Fisher’s exact test was then used to identify overrepresented cis-transcriptional modules in the DEG set compared to the total gene set of the microarray.

### Construction of interaction networks

Network analysis was performed with Pathway Studio software version 12.0.1.9 using Elsevier’s Resnet Mammal DataBase (Ariadne Genomics, Rockville, MD, USA). Gene interaction networks were built with the DEGs targeted by the most represented cis-transcriptional modules for each muscle (targeting at least 5 and 4 DEGs for LT and ST, respectively) and with the DEGs targeted by the nine overrepresented cis transcriptional modules common to both muscles, generating two muscle-specific networks and one common network of stress response. For each set of genes, to reconstruct the network, Pathway Studio searches known relations between the genes and adds regulators and the expression targets common to them. Filters were applied to identify only key expression regulators and targets of each network. To be added to the network, target genes must be linked to a minimum of three bibliographic references and have at least six known relations in the Pathway Studio Database. For regulators, three bibliographic references and two known relations are also needed, except for the regulators of the nine common modules for which a cut-off of five relations was chosen.

Finally, Venn diagrams were used to identify the major regulator genes and major target genes among the DEGs targeted by cis-transcriptional modules specific to LT and ST and in both muscles. Subnetworks between DEGs and their major regulator genes and between DEGs and their major target genes were extracted.

### Validation of differential expression levels

A RT–qPCR assay was performed on the LT samples of 10 animals/group for 4 genes (*ATF3, CEBPD, SMAD7* and *FOS*) with the StepOne Plus™ Real-Time PCR System using the Power SYBR1 Green master mix (both Applied Biosystems, Foster City, CA, USA). The *GeNorm* algorithm (Vandesompele et al., 2002) was used to determine the optimal number of reference genes required to effectively normalize the qPCR data. Four housekeeping genes were selected: *UXT, MRPL39, CLN3* and *TOP2B*. 

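The qPCR sheet of the supplement gives, for 20 LT samples, a quantity of each of the 4 genes and of each of 7 candidate reference genes. The samples came from 10 stressed cows and 10 cows handled with limited stress, 5 of each group on the EP diet, and the group given for all 20 cows in the sheet was that of the array labels. The quantity of each gene was divided by the geometric mean of the quantities of UXT, MRPL39, CLN3 and TOP2B in the same sample and log2 transformed. The geometric mean of these 4 genes had a log2 fold change (stress / limited stress) of 0.03 (two-sided permutation test with 100000 resamples, p = 0.790, n = 10 cows per group). The log2 fold changes of the reference genes taken alone were 0.05 for UXT, 0.12 for MRPL39, -0.04 for CLN3 and 0.0016 for TOP2B. The groups were compared with the same permutation test. The number of cows limits the precision, and the sheet has 1 quantity per gene and cow, so the technical error is unknown.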

The primer sequences (Table S1) with an annealing temperature of 60 °C were designed using Primer3 software. qPCR was performed using a StepOnePlus thermocycler (Applied Biosystems, Foster City, CA, USA). The PCR efficiency of each primer pair was tested with a 10-fold dilution series of purified cDNA. Each reaction was subjected to melting curve analysis to ensure the specificity and integrity of the PCR product. Student’s *t test* was used to test the significance of the difference between the limited stress and stress groups.

### Identification of genes corresponding to DEGs in quantitative trait loci (QTLs)

A query of genetic information from the lists of the DEGs and the common regulators and targets of the DEGs was performed with the QTL module included in ProteINSIDEv2. Briefly, each DEG was searched on NCBI to retrieve the location of the corresponding gene on the genome. Then, this location was compared with the QTL positions in the QTL database “AnimalQTLdb”. The location on the genome must be included entirely in a QTL to consider that the DEG is mapped in the QTL.

## Results

### Transcriptomic profiles

We recorded changes in gene expression profiles in the LT and the ST. 

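RNA from the LT and the ST of 32 cows was hybridized to 64 single-colour Agilent arrays, with 1 array for each muscle of each cow. In each muscle, 16 arrays came from stressed cows and 16 from cows handled with limited stress, and 8 cows of each of these groups had received the EP diet. The authors deposited the readings of every spot from the Feature Extraction software and a table of processed signals, which are intensities after background subtraction. The table held the processed signals of the array files unchanged, without any scaling between arrays. Each array carried 13950 features, of which the files mark 536 as controls. The 13414 other spots held 13285 probes for 5449 transcripts. Of these transcripts, 3504 had a name in the files and 1945 were custom probe sets without one, with up to 5 probes each. A gene name was given to 941 custom probe sets whose probes shared at least 25 bases with the named probe of a single gene, and each set stayed a transcript of its own. SMAD7, CEBPB, RGS2, SDC4 and other genes of Table S2 had no named probe and could not be followed. Between 71.4% and 80.9% of the spots of an array were well above background (median 76.7%), and at most 1 spot was saturated. The median signal of the marked control features lay between 1.73 and 6.36 units, and between 35.1% and 42.9% of these features were well above background. Each array was therefore scaled by the 75th percentile of the signals of its other spots, which ranged from 2470 to 4202 units, and log2 transformed. Probes well above background on at least 11 of the 32 arrays of a muscle were tested, which left 10441 probes of 4311 transcripts in the LT and 10305 probes of 4246 transcripts in the ST. A limma model with the 4 combinations of stress and diet was fitted in each muscle, and p was adjusted by the Benjamini-Hochberg method over the probes of the muscle. The labels do not give the period of slaughter, which was left out of the model. A transcript was taken as differentially expressed when at least 80% of its tested probes had an adjusted p under 0.1 in the same direction. The LT arrays lay on 4 slides and the ST arrays on 5, with both stress groups on every slide, and the number of arrays limits the precision. The combinations of stress and diet were not on every slide. In the ST, all stressed cows on the control diet lay on a slide with 3 of them and another with 5. The slide with 5 held no limited stress cow on that diet. In the LT, the slide with 6 limited stress cows held no stressed cow on the control diet.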

Individual data are available in the GEO repository under accession number GSE119912. 

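The comparison of the EP diet with the control diet by limma gave 0 of 4311 tested transcripts in the LT and 0 of 4246 in the ST, with 407 and 531 probes at an unadjusted p under 0.05. The interaction of stress and diet gave 0 transcripts in each muscle as well, with 276 probes in the LT and 491 in the ST at an unadjusted p under 0.05. With the slide or the scan day of the array as a block, 2 transcripts were lower on the EP diet in the ST, both carrying the name NOL6 (NOL6 and the probe set Target1180). The combinations of stress and diet were spread unevenly over the ST slides, which limits these fits. The comparison of stressed cows with cows handled with limited stress put 457 of 10441 probes in the LT and 436 of 10305 in the ST past an adjusted p of 0.1, and 1674 and 1790 probes had an unadjusted p under 0.05.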

No effect was detected for the EP diet, the stress*EP diet or the stress*diet in either muscle, but an effect of stress was detected (*P* < 0.1). 

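In the LT, 161 of the tested transcripts differed between stressed cows and cows handled with limited stress, of which 95 were higher and 66 lower in stressed cows (limma, adjusted p under 0.1). The scaling moved this count most, as dividing by the median of the control features gave 35 transcripts (26 higher and 9 lower). With the cow as a replicate block in a fit of both muscles, the count was 242 (111 higher and 131 lower). Slide differences were large in the LT, where 30.8% of the tested probes differed between slides, and the fit with the slide as a block gave 227 transcripts (106 higher and 121 lower). The scan day as a block gave 224 (108 and 116), so the majority of higher transcripts turned into one of lower transcripts under these 3 fits. A name of Table S2 was carried by 56 of the transcripts, 84 had another name or identifier and 21 were custom probe sets without a name. The 10 largest changes included both transcripts of PDK4, both of CEBPD, FOSL1 and Target1385 (PFKFB3) among those that rose. The probe set Target1414, which has no name in the files, had a log2 fold change of 2.02 (mean SE 0.299, highest adjusted p of its 5 probes 4.65e-05, limma), and all 16 stressed cows lay above the median of the limited stress cows. Target1097, another probe set without a name, had a log2 fold change of -1.80 (mean SE 0.253, highest adjusted p 9.89e-04, limma), with 0 of 16 stressed cows above that median. FOSL1 had a log2 fold change of 1.74 (SE 0.365, adjusted p = 0.00337, 14 of 16 stressed cows above the median), but its probe was well above background on only 13 arrays of stressed cows and 3 of limited stress cows. Of the genes lower in stressed cows, LEAP2 had a log2 fold change of -0.64 (SE 0.133, adjusted p = 0.00347, 0 of 16 above the median).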

In the stressed cows compared to cows handled with limited stress, microarray analysis revealed changes in the abundance of 67 transcripts in the LT (including 43 up- and 24 downregulated transcripts; *P* < 0.1, Table S2) corresponding to 62 DEGs with unique gene names (Fig. 1). In the ST, changes in 36 transcripts were detected (including 33 up- and 3 downregulated transcripts; *P* < 0.1, Table S2) corresponding to 32 DEGs with unique gene names (Fig. 1). 

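From the deposited signals, 153 of the tested transcripts differed in the ST (limma, adjusted p under 0.1), of which 63 were higher and 90 lower in stressed cows. This count and its split depended on the scaling and on the slides. It was 38 (33 higher and 5 lower) with the median of the control features, 100 (68 and 32) with normexp and quantile normalization, and 87 (79 and 8) with the deposited signals left unscaled. The slide as a block gave 52 transcripts (37 higher and 15 lower) and the scan day as a block 71 (41 and 30). The stress groups were spread unevenly over the slides in the ST, from 2 stressed and 6 limited stress cows on one slide to 6 and 1 on another. SPOCK2 had a log2 fold change of 1.86 (SE 0.324, adjusted p = 5.09e-04, limma), with 15 of 16 stressed cows above the median of the limited stress cows. SLC16A6 had a log2 fold change of 1.70 (SE 0.240, adjusted p = 1.88e-05, 16 of 16), and HYAL2 had 0.44 (SE 0.0771, adjusted p = 5.70e-04, 16 of 16). All 3 were also differentially expressed with the slide as a block, and HYAL2 was not with the median of the control features. A probe without a gene name in the files, A_73_120319, had a log2 fold change of -1.76 (SE 0.486, adjusted p = 0.0448). For this probe 7 of 16 stressed cows lay above the median of the limited stress cows. It was well above background on only 10 ST arrays of stressed cows and on 16 of limited stress cows. The size of its change thus rests partly on signals near background.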

Among the differentially expressed transcripts, 27 were common to both muscles, corresponding to 24 unique gene names (Fig. 1). They included eight known transcription factors (TFs): *SMAD7, ETS2, MYOG, ATF3, HES6, CEBPD, HEYL*, and *FOS* (Table S2). In addition, muscle-specific genes were differentially expressed according to the stress status (38 in the LT and 8 in the ST; Fig. 1). These genes included four TFs (*MYOD1, MYF6, CEBPB*, and *HES1*) and one transcription cofactor (*MED23*) in the LT and a transcriptional activator (ZNF750) in the ST. 

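Differential expression in both muscles and in the same direction was found for 67 of the 4230 transcripts tested in both, 46 higher and 21 lower in stressed cows. The count was 26 with the median of the control features and 41 with the slide as a block. Across the 10254 probes tested in both muscles, the log2 fold changes of the LT and the ST had a Pearson correlation of 0.778, where probes are not independent replicates. Because the muscles came from the same cows, such a correlation arises without any effect of stress. In 99 random splits of the cows into groups of the same sizes, used in both muscles, it had a median of 0.476 and ranged from 0.213 to 0.695, and 0 transcripts were found in both muscles. The correlation was 0.691 with the slide as a block and 0.619 without the filter on dim probes. GADD45A had a log2 fold change of 1.16 (SE 0.165, adjusted p = 1.54e-05, limma) in the LT and 1.20 (SE 0.159, adjusted p = 8.14e-06) in the ST, with 15 and 16 of 16 stressed cows above the median of the limited stress cows. ABRA had 0.92 (SE 0.108, adjusted p = 7.76e-07, 16 of 16) in the LT and 0.58 (SE 0.140, adjusted p = 0.0169, 14 of 16) in the ST, and it was not differentially expressed in the ST with the slide as a block.

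**Figure D1:**
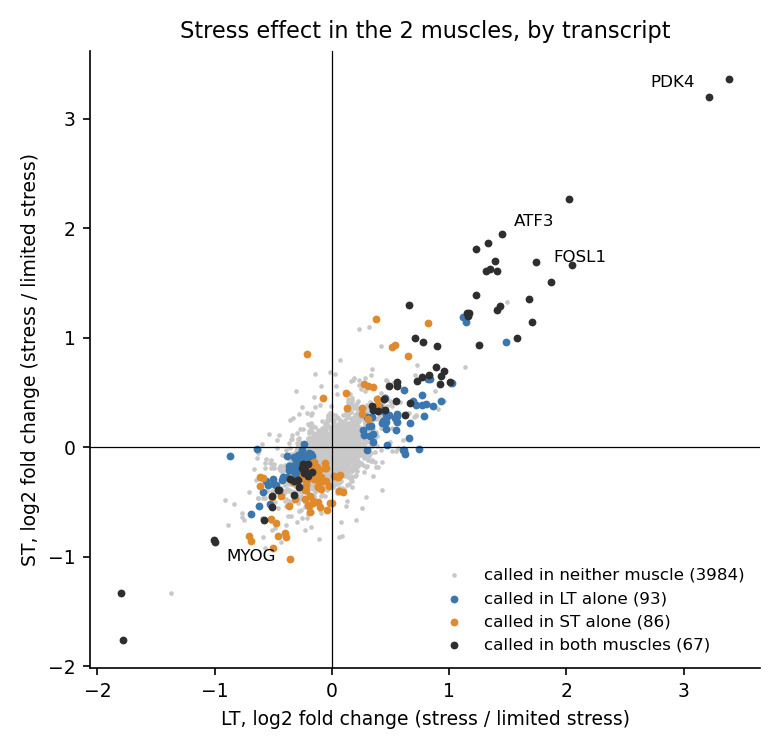
Log2 fold change (stress / limited stress, n = 16 cows per group) of the 4230 transcripts tested in both muscles, with the LT on the x axis and the ST on the y axis. Each point is the mean over the probes of a transcript, and the 67 transcripts found in both muscles lie at the lower left and the upper right of the plot.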

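Of the 8 TFs, 7 had a probe that could be followed, and SMAD7 did not. With stress, MYOG decreased by 1.00 on the log2 scale in the LT (SE 0.0998, adjusted p = 3.62e-08, limma) and decreased by 0.85 in the ST (SE 0.116, adjusted p = 1.16e-05), and 0 of 16 stressed cows lay above the median of the limited stress cows in either muscle. ETS2 was higher by a log2 fold change of 1.15 (SE 0.162, adjusted p = 1.34e-05) in the LT and 1.23 (SE 0.137, adjusted p = 3.61e-07) in the ST, with 16 of 16 stressed cows above that median in both. ATF3 had 1.45 (SE 0.272, adjusted p = 8.43e-04, 16 of 16) in the LT and 1.95 (SE 0.407, adjusted p = 0.00498, 14 of 16) in the ST. The named probe of CEBPD had 1.68 (SE 0.216, adjusted p = 3.14e-06, 16 of 16) in the LT and 1.36 (SE 0.229, adjusted p = 3.20e-04, 16 of 16) in the ST. FOS had 1.31 (SE 0.327, adjusted p = 0.0182, 14 of 16) in the LT and 1.61 (SE 0.373, adjusted p = 0.0118, 15 of 16) in the ST. The probe set TC318591, described as HES6 in the files, had 1.23 (SE 0.223, adjusted p = 5.16e-04, 15 of 16) in the LT and 1.39 (SE 0.260, adjusted p = 0.00119, 15 of 16) in the ST. HEYL had 0.62 (SE 0.126, adjusted p = 0.00244, 15 of 16) in the LT, and in the ST 0.52 (SE 0.175, adjusted p = 0.114, 15 of 16), which was not past the threshold. A difference between the muscles in the stress effect on HEYL was not detected (interaction of muscle and stress, adjusted p = 0.999). MYOG, ETS2, ATF3, CEBPD, FOS and HES6 were also differentially expressed in both muscles with the slide as a block and with the median of the control features.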

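The difference between the stress effects of the 2 muscles was tested with the interaction of muscle and stress in a limma fit of all 64 arrays. It gave 0 of 4230 transcripts, with 278 probes at an unadjusted p under 0.05. With the cow as a replicate block, which uses the pairing of the muscles, it gave 6 transcripts, 4 with a higher log2 fold change in the LT and 2 with a lower one, and with the slide as a second block 1 of the 6 was still past the threshold. With the scan day as a block and no pairing, it gave 1 transcript. Of the transcripts differentially expressed in the LT, 94 were not so in the ST, of which 87 had the same sign in the ST, 6 the opposite sign and 1 was not tested there. Of those differentially expressed in the ST, 86 were not so in the LT, 78 with the same sign there and 8 with the opposite one. Table S2 lists in the LT alone 28 gene names that could be followed on the array. Differential expression in the LT was found for 20 of these names, and 5 of the 20 were also differentially expressed in the ST. Of the 5 names listed in the ST alone, 4 were differentially expressed in the ST and 2 also in the LT (HYAL2 and ZNF750). DLL4, listed in the LT alone, had a log2 fold change of -0.87 (SE 0.166, adjusted p = 0.00106, 1 of 16 stressed cows above the median of the limited stress cows) in the LT and -0.08 (SE 0.156, adjusted p = 0.832) in the ST. The difference of -0.79 for DLL4 had an adjusted p of 0.0336 with the replicate block, 0.999 without it and 0.150 with the slide as a second block, and in 15 of the 16 stressed cows it lay below the median of the limited stress cows.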

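MYOD1 had a log2 fold change of -0.69 (SE 0.180, adjusted p = 0.0261, limma) in the LT, with 2 of 16 stressed cows above the median of the limited stress cows, and -0.61 (SE 0.239, adjusted p = 0.179, 4 of 16) in the ST. No difference of its stress effect between the muscles was detected (interaction of muscle and stress, adjusted p = 0.999, and 0.604 as the lowest value with the cow as a replicate block). MYF6 had 0.62 (SE 0.145, adjusted p = 0.0108, 15 of 16) in the LT and -0.02 (SE 0.145, adjusted p = 0.946, 8 of 16) in the ST. The difference of 0.64 for MYF6 had an adjusted p of 0.0504 with the replicate block and 0.162 with the slide as a second block, and all 16 stressed cows lay above the limited stress median of that difference. HES1 had -0.47 (SE 0.178, adjusted p = 0.176, 3 of 16) in the LT and 0.06 (SE 0.242, adjusted p = 0.911) in the ST, and was past the threshold in neither muscle. MED23 had 0.0058 (adjusted p = 0.895) in the LT, with a sign that was not resolved (mean SE 0.113), and -0.11 in the ST. CEBPB had no named probe. ZNF750 had 0.95 (SE 0.221, adjusted p = 0.0118, 15 of 16) in the ST and also 0.78 (SE 0.201, adjusted p = 0.0241, 14 of 16) in the LT. With the median of the control features, MYF6 and ZNF750 were not past the threshold in the LT.

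**Figure D2:**
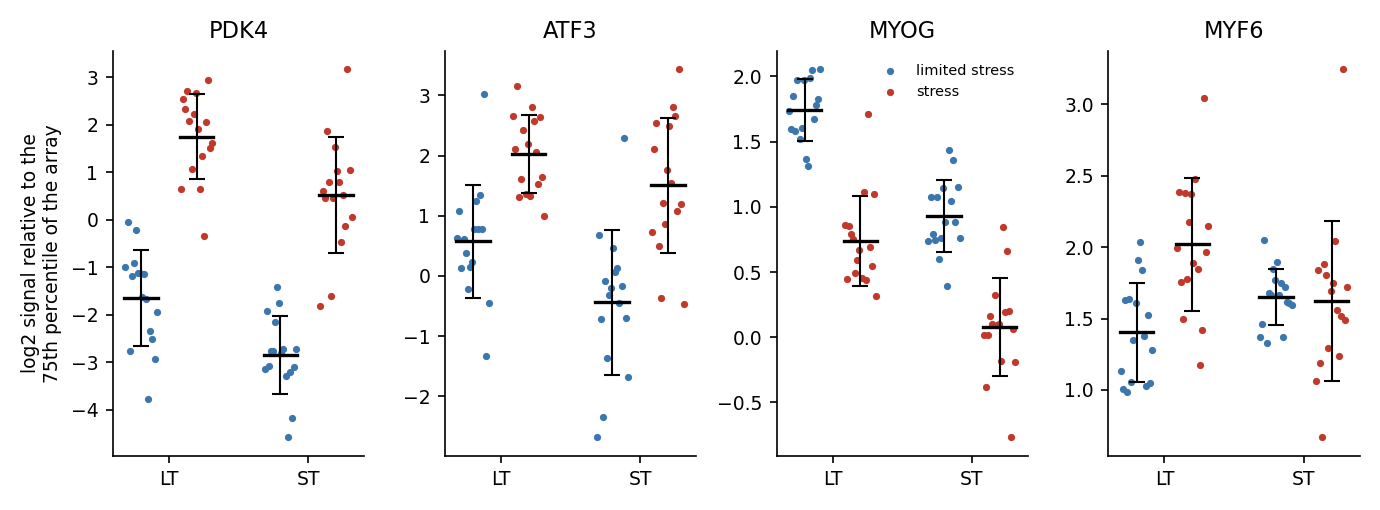
Log2 signal of PDK4, ATF3, MYOG and MYF6 relative to the 75th percentile of the array in the LT and the ST, with 1 point per cow (n = 16 per group and muscle) and bars for the mean ± SD. MYF6 was higher in stressed cows in the LT by 0.62 and differed by -0.02 in the ST, while the other genes moved the same way in both muscles.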

The differential abundance of four TF transcripts (*ATF3, CEBPD, SMAD7* and *FOS*) was checked by qPCR experiments in the LT and confirmed the observed changes, as illustrated in Table 1.

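In the LT, ATF3 had a qPCR log2 value of 1.27 ± 0.73 (SD, n = 10) in stressed cows and -0.06 ± 1.22 (SD, n = 10) in cows handled with limited stress, a 2.51-fold difference (two-sided permutation test, p = 0.00556), with 9 of 10 stressed cows above the median of the limited stress cows. CEBPD had 0.50 ± 0.75 and -1.36 ± 0.53, a 3.61-fold difference (permutation test, p = 6.0e-05, 10 of 10). FOS had 1.07 ± 0.68 and 0.16 ± 1.41, a 1.89-fold difference that did not pass 0.05 (permutation test, p = 0.0801, 8 of 10). SMAD7 had 0.70 ± 0.69 and -0.12 ± 0.63, a 1.76-fold difference (permutation test, p = 0.0127, 9 of 10). The ratio of the arithmetic means in place of the mean of the log2 values moved the FOS difference most, to 1.40-fold (p = 0.295). In the array signals of the same 20 cows, the differences were 2.39-fold for ATF3, 3.34-fold for CEBPD and 1.92-fold for FOS. The qPCR and array values of ATF3, CEBPD and FOS were also related within each stress group, in 6 two-sided permutation tests with p adjusted over the 6 by the Benjamini-Hochberg method and n = 10 cows each. For ATF3, Pearson's r was 0.921 in limited stress cows (permutation p = 9.80e-04, adjusted p = 0.00147, rho = 0.830) and 0.860 in stressed cows (p = 0.00132, adjusted p = 0.00158, rho = 0.855). For CEBPD, r was 0.802 (p = 0.0174, adjusted p = 0.0174) and 0.946 (p = 1.50e-04, adjusted p = 3.00e-04), with a rho of 0.624 (p = 0.0601) and 0.879. For FOS, r was 0.990 (p = 2.0e-05, adjusted p = 1.20e-04, rho = 0.952) and 0.943 (p = 9.0e-05, adjusted p = 2.70e-04, rho = 0.915). Without the 2 cows farthest from the median array value, r was 0.726 and 0.729 for ATF3, 0.471 and 0.792 for CEBPD, and 0.979 and 0.875 for FOS, so the relation of CEBPD in limited stress cows rests on those cows. With the array and qPCR values centred on the slide of the LT array within a stress group, and permutations within the slides, r was 0.981 (adjusted p = 0.00468) and 0.912 (adjusted p = 0.00572) for ATF3, 0.700 (adjusted p = 0.225) and 0.964 (adjusted p = 0.00572) for CEBPD, and 1.00 (adjusted p = 0.00468) and 0.988 (adjusted p = 0.00216) for FOS. In CEBPD, 1 limited stress cow and 1 stressed cow lay far above the others of their group. From the qPCR differences, the paper concludes that the changes seen on the arrays hold for these 4 genes.

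**Figure D3:**
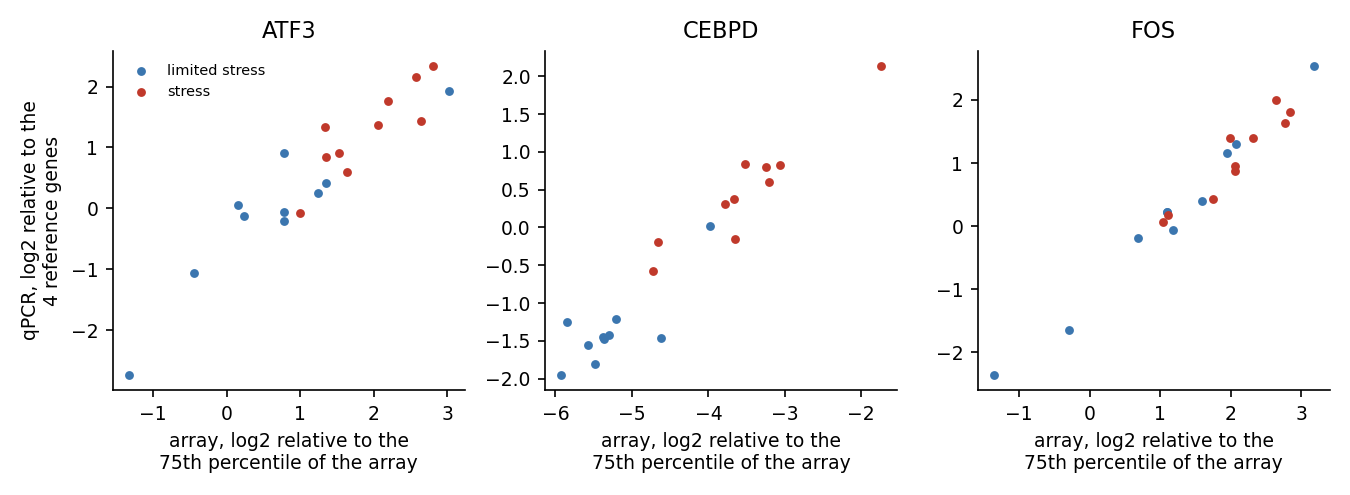
Log2 qPCR value relative to the 4 reference genes against the log2 array signal relative to the 75th percentile of the array for ATF3, CEBPD and FOS in the LT, with 1 point for each of the 20 cows. The points of both groups rise from left to right in each plot, with r between 0.802 and 0.990 within a group.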

**Figure 1:**
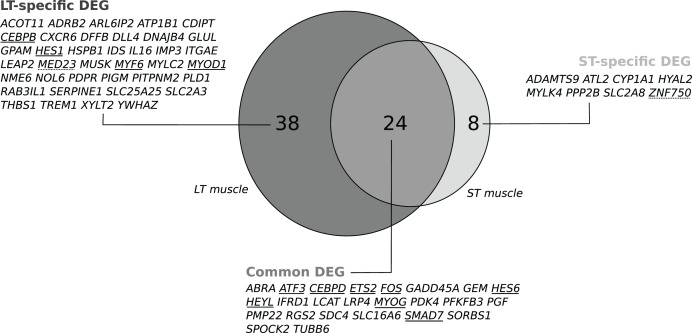
Venn diagram visualizing the intersection of the lists of the gene names of the differentially expressed genes (DEGs) in response to pre slaughter stress in the M. *longissimus thoracis* (LT) and in the M. *semitendinosus* (ST). A subset of 24 common DEGs was assigned to a set of core stress responsive genes. The two subsets of DEGs only in the LT (*n* = 38) or in the ST (*n* = 8) were considered as components of the muscle-specific response to stress. Transcriptional regulators are underlined: Transcription factor (unbroken line), transcriptional modulator (dotted line).

**Table 1:** Validation of some differentially expressed genes following pre-slaughter stress in the *Longissimus thoracis* muscle. The abundance of some DEGs detected by microarray analysis was quantified by qRT PCR in the *Longissimus thoracis* muscle of stress cows *vs*. cows handled with limited stress (2*n* = 20). Variation of reference genes used for normalization was computed with the GeNorm software package. Student *t*-test was used to test the significance of the difference between the two conditions.

	Fold change (qPCR)	*P*-value	Fold change (Microarray)
*ATF3*	2.1	0.006	2.6
*CEBPD*	4.	0.001	3.6
*FOS*	1.4	0.143	2.5
*SMAD7*	1.8	0.006	1.7

Lists of DEGs according to stress status were submitted to biological information mining through Gene Ontology (GO) term enrichment compared to the background list of the microarray (Data S1). In LT, 9 GO biological process (GO BP) terms were enriched (*P* < 0.08). In the ST, 26 GO BP terms were enriched (*P* < 0.08). As illustrated in Fig. 2, 9 of these GO terms identified in both the LT and ST: regulation of gene expression (23 genes in the LT, 13 in the ST), transcription by RNA polymerase II (16 genes in the LT, 12 in the ST), regulation of transcription by RNA polymerase II (16 genes in the LT, 12 in the ST), regulation of biosynthetic process (21 genes in the LT, 14 in the ST), regulation of cellular biosynthetic process (20 genes in the LT, 13 in the ST), regulation of macromolecule biosynthetic process (20 genes in the LT, 13 in the ST), regulation of cellular macromolecule biosynthetic process (20 genes in the LT, 13 in the ST), skeletal muscle cell differentiation (4 genes in the LT, 3 in the ST), and muscle organ development (8 genes in the LT, 5 in the ST). For each considered GO BP, the list of genes included both common and muscle-specific DEGs. There were no significant GO cellular component terms at *P* < 0.08 in both the LT and ST muscles (data not shown). In the LT, 18 GO molecular factor (MF) terms were enriched (*P* < 0.08). In the ST, 19 GO MF terms were enriched (*P* < 0.08). Sixteen of these GO terms were enriched in both the LT and ST. They mainly refer to DNA-binding and transcription regulator activity (Supplemental Dataset).

**Figure 2:**
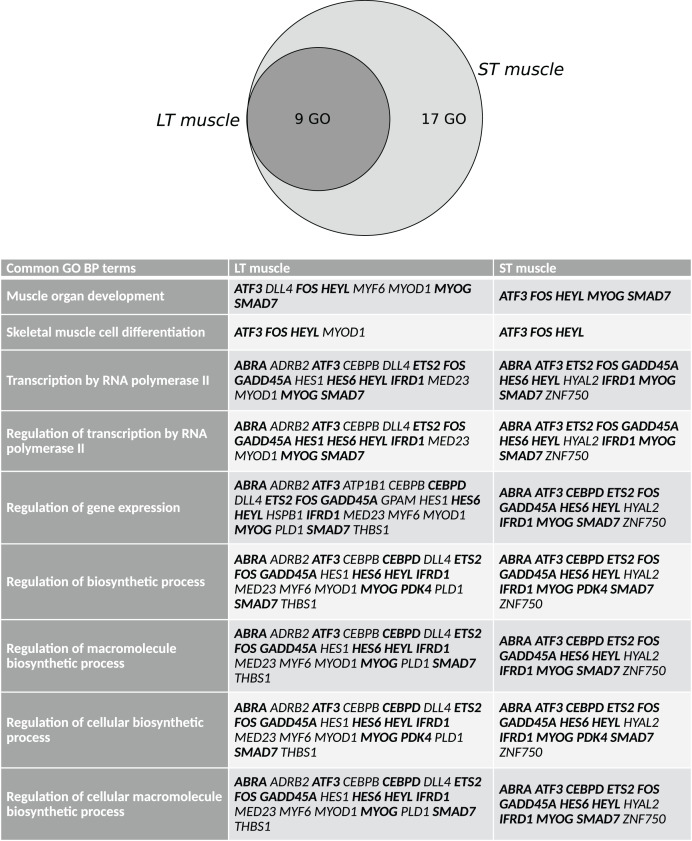
Common GO terms across muscles for the differentially expressed genes (DEGs) in response to preslaughter stress. Lists of DEGs were submitted to functional annotation compared to the microarray background (data available in Additional File 3). The intersection of the lists of GO terms was computed at http://bioinformatics.psb.ugent.be/webtools/Venn/. Gene names capitalized in bold are common DEG between muscles. LT: M. *longissimus thoracis*; ST: M. *semitendinosus*.

### Cis-transcriptional modules

A promoter analysis was performed with Gene2promoter of the Genomatix Software Suite to identify common TF binding sites in the promoter regions of genes–called cis transcriptional modules–that may account for coregulation among differential transcripts. For 52 of the DEGs in the LT, 168 promoters were retrieved from the Genomatix Promoter Database, of which 111 were selected for further analysis (Table S3). ModelInspector enabled the retrieval of 288 different cis-transcriptional modules (at 1,378 locations). For 28 of the DEGs in the ST, 84 promoters were retrieved. Of these, 57 promoters were further analysed with ModelInspector, and 201 cis-transcriptional modules were found (on 675 match positions). The same analysis was performed for all the genes represented on the microarray. As illustrated in Table S3, 24 cis-transcriptional modules were identified as overrepresented DEGs compared to the genes represented on the microarray (*P* < 0.1) in the LT and 25 in the ST. Nine of the modules were overrepresented in both muscles. The cis-transcriptional modules and the DEGs targeted by these modules in each muscle as identified by ModelInspector are listed in Table 2. Cis-transcriptional modules with binding sites for TFs in the *ETS* family and *SP1* family had a high occurrence in the promoters of the DEGs in both muscles.

**Table 2:** Over-represented transcriptional modules in the promoter of the stress-responsive genes in the muscles of cows. The transcriptional modules were searched with the module inspector function of Genomatix, their occurrence was examined in the promoters of genes of the experimental datasets and the number of target genes was determined in each dataset.

Muscle	Module	*p* value	Occurrence of module	Number of target genes	Gene ID
LT	ETSF_ETSF_01	0.076	16	15	*IL16 SERPINE1 HES1 HSPBAP1 CDIPT XYLT2 TUBB3 THBS1 MED23 GPAM PIGM CEBPD HEYL HES6 MYOD1*
	**SP1F_CAAT_02**	0.040	10	9	*NME6 SDC4 PDPR* *HES6* *PFKFB3 CDIPT PMP22 THBS1 IFRD1*
	CAAT_AP1F_01	0.035	8	8	*SLC25A25 SERPINE1 NME6 IMP3 HSPBAP1 SLC2A3 THBS1* *ATF3*
	**SP1F_EBOX_SP1F_01**	0.024	8	7	*DFFB GLUL PDK4 IMP3 PMP22 XYLT2* *CEBPD*
	CAAT_SP1F_01	0.088	5	5	*SERPINE1 ATP1B1 GLUL GEM* *HES6*
	**GATA_GATA_GATA_01**	0.037	5	3	*NME6 SLC16A6 MED23*
	**YY1F_SRFF_02**	0.016	3	3	*SLC2A3 ATF3 FOS*
	SORY_SORY_EGRF_01	0.061	3	3	*MUSK ATP1B1 RAB3IL1*
	NFKB_NFKB_01	0.064	3	3	*SLC25A25 GLUL GEM*
	HNF1_GATA_01	0.098	3	3	*MED23 PLD1 ATP1B1*
	KLFS_NR2F_KLFS_01	0.024	3	2	*SERPINE1 TUBB3*
	STAF_SP1F_01	0.026	2	2	*GLUL* *HEYL*
	RXRF_EBOX_01	0.043	2	2	*PDPR RAB3IL1*
	AP1F_SMAD_01	0.055	2	2	*IL16 THBS1*
	ETSF_AP1F_04	0.067	2	2	*ACOT11 HSPBAP1*
	CEBP_MYBL_03	0.076	2	2	*ACOT11 HSPBAP1*
	AARF_CEBP_01	0.091	2	2	*ABRA NME6*
	BRNF_RXRF_02	0.066	4	1	*DLL4*
	NFKB_ETSF_01	0.007	2	1	*DLL4*
	**SRFF_AP1F_01**	0.047	1	1	*FOS*
	**ETSF_SP1F_SMAD_01**	0.062	1	1	*HEYL*
	**YY1F_SRFF_01**	0.076	1	1	*FOS*
	**PAX8_NKXH_01**	0.076	1	1	*PMP22*
	**ETSF_SRFF_01**	0.091	1	1	*FOS*
ST	SP1F_SP1F_06	0.002	30	14	*PGF GADD45A SLC16A6 ADAMTS9 CYP1A1 SLC2A8 SDC4 PMP22 TUBB3 IFRD1 HYAL2 ATF3 HES6 HEYL*
	NFKB_SP1F_03	0.002	12	8	*SLC2A8 SDC4 MYLK4 PGF LRP4 PMP22 HEYL CEBPD*
	SP1F_ETSF_04	0.087	8	8	*ABRA SDC4 PGF LCAT PMP22 CYP1A1 SMAD7 HES6*
	SMAD_E2FF_01	0.088	12	7	*SLC2A8 SDC4 IFRD1 PDK4 CEBPD HES6 FOS*
	SP1F_YY1F_01	0.044	10	7	*PGF ABRA GEM SDC4 SLC2A8* *ATF3 HES6*
	**SP1F_CAAT_02**	0.039	6	5	*SDC4 PFKFB3 IFRD1 PMP22* *HES6*
	**SP1F_EBOX_SP1F_01**	0.085	4	4	*MYLK4 PMP22 PDK4* *CEBPD*
	RUSH_EGRF_01	0.049	3	3	*SDC4 GADD45A SPOCK2*
	IRFF_NFAT_01	0.084	3	3	*MYLK4 ADAMTS9 IFRD1*
	**GATA_GATA_GATA_01**	0.013	4	2	*SLC16A6 ADAMTS9*
	MYOD_MYOD_03	0.066	3	2	*SPOCK2* *HES6*
	AP1F_ETSF_04	0.013	2	2	*IFRD1 HYAL2*
	**YY1F_SRFF_02**	0.028	2	2	*ATF3 FOS*
	ZFHX_ZFHX_NKXH_01	0.037	2	2	*GADD45A ADAMTS9*
	SMAD_HIFF_01	0.032	2	1	*PFKFB3*
	SP1F_MZF1_01	0.035	2	1	*PMP22*
	**ETSF_SP1F_SMAD_01**	0.016	1	1	*HEYL*
	**SRFF_AP1F_01**	0.024	1	1	*FOS*
	**YY1F_SRFF_01**	0.039	1	1	*FOS*
	**PAX8_NKXH_01**	0.039	1	1	*PMP22*
	**ETSF_SRFF_01**	0.047	1	1	*FOS*
	MEF2_MYOD_01	0.054	1	1	*SLC16A6*
	KLFS_CREB_KLFS_01	0.070	1	1	*SLC2A8*
	CAAT_SREB_01	0.077	1	1	*IFRD1*
	GATA_HNF1_02	0.077	1	1	*PDK4*

**Notes:**

LT: *Longissimus thoracis* muscle; ST: *Semitendinosus* muscle.

Modules in bold were in common between muscles.

TFs genes are underlined.

### Interaction networks and identification of regulators and main targets of DEGs

Finally, with Pathway Studio 2, we constructed interaction networks between the DEGs targeted by the overrepresented cis-transcriptional modules for each muscle and between the DEGs targeted by the 9 overrepresented cis-transcriptional modules common to both muscles. We thus generated muscle-specific networks and one core network of stress responses. Then, using the Pathway Studio 2 database, we searched for the main regulators and the main targets of the 3 networks (Data S2, sheets 1–6). We next identified the similarities among the lists obtained from these datasets to identify the key common regulators and targets (Data S2, sheets 7–8). Ten main regulators of stress-responsive genes were identified: *AKT1, EGF, HIF1A, IFNG, IL1B, INS, MAPK1, MAPK14, TGFB1*, and *TNF*. GO mining showed that they were highly related (*P* < 0.001) to the regulation of oxidoreductase activity and specifically the regulation of monooxygenase activity, inflammatory response, immune system, and carbohydrate metabolism (transport and metabolic processes) (Data S2, sheet 7). A list of 14 main targets of the DEGs was identified: *BCL2, BGLAP, CDKN1A, COL3A1, ERBB2, FN1, ICAM1, IL6, MMP2, PPARG, SELE, SLC2A4, TLR4*, and *VEGFA*. GO mining showed that they were highly related (*P* < 0.001) to response to cytokine, response to oxygen levels, response to glucocorticoids, response to stress, immune system, angiogenesis, and carbohydrate homeostasis (Data S2, sheet 8). The networks of the DEGs and the common regulators and of the DEGs and common targets are presented in Fig. 3. The list of DEGs (LT-specific, ST-specific and common DEGs), the main regulators and the main targets of the DEGs are summarized in Table 3. Twenty-four of the corresponding genes were located in QTLs linked to meat quality: shear force (*CDIPT, CEBPD, DNAJB4, GPAM, RAB3IL1, MAPK1*, and *TLR4*), muscle compression (*ADRB2*), tenderness score (*ADRB2, CDIPT, RAB3IL1*, and *IFNG*), muscle pH (*DLL4*, *ERBB2*), juiciness (*ATP1B1, DFFB, RAB3IL1, SELE*), and marbling (*CEBPD, DLL4, ERBB2, GADD45, ICAM1, IL1B, IL6, LEAP2, MYF6, PDK4, PMP22, SMAD7, TNF*). Some genes were also mapped in QTLs associated with marbling score (*CEBPD, DLL4, DNAJB4, GADD45A, LEAP2, MYF6, PDK4, PIGM, PMP22, RAB3IL1*, and *SMAD7*) and with lipid class contents (*e.g*., monounsaturated fatty acid content and conjugated linoleic acid content: *ADRB2*; omega-6 to omega-3 fatty acid ratio and palmitic acid content: *LCAT*; trans-11, cis-15-C8:2 fatty acid content: *GADD45A*).

**Figure 3:**
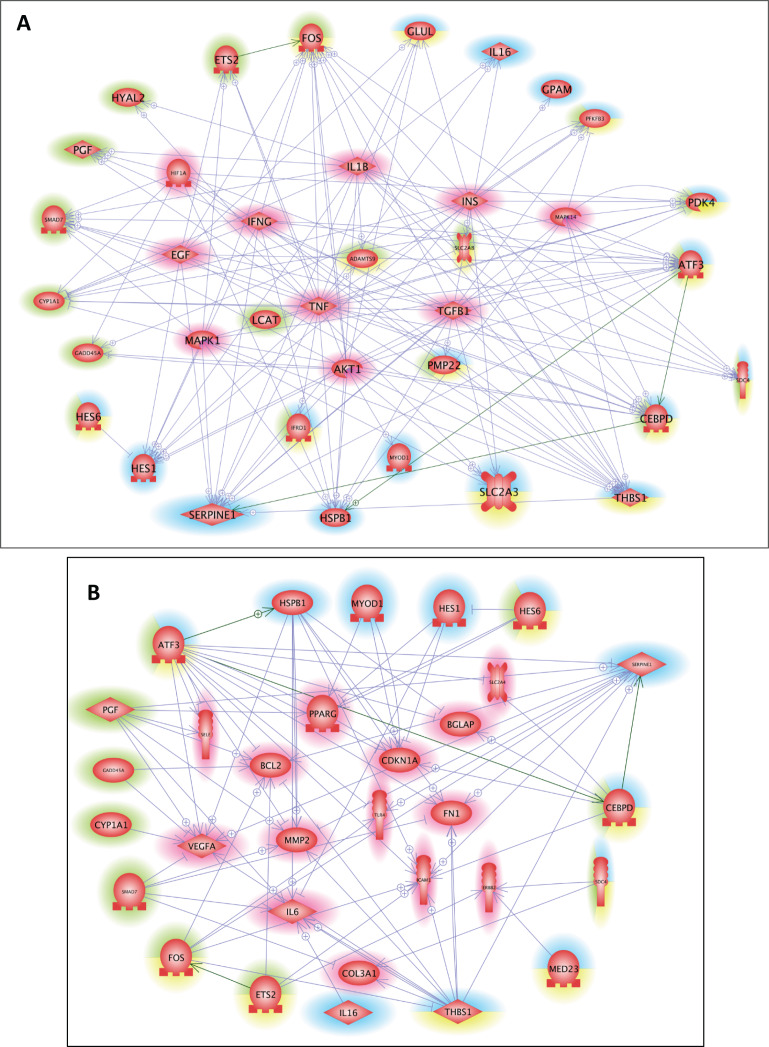
Common regulators and common targets between the DEGs targeted by cis-modules in the LT and in the ST. (A) Common regulators between the DEGs targeted by the most represented cis modules for the LT (highlighted in blue) and the ST (highlighted in green), and the DEGs targeted by the cis-modules common to both muscles (highlighted in yellow). The list of 10 potential regulators of stress responsive genes included: AKT1, EGF, HIF1A, IFNG, IL1B, INS, MAPK1, MAPK14, TGFB1, and TNF. (B) Common targets between the DEGs targeted by the most represented cis modules for the LT (highlighted in blue) and the ST (highlighted in green), and the DEGs targeted by the cis modules common to both muscles (highlighted in yellow). The list of 14 potential targets of the DEGs included: BCL2, BGLAP, CDKN1A, COL3A1, ERBB2, FN1, ICAM1, IL6, MMP2, PPARG, SELE, SLC2A4, TLR4, and VEGFA.

**Table 3:** Components of the molecular response initiated by pre slaughter stress in two muscles of cows as revealed by transcriptomic signatures. The differentially expressed genes (DEGs), the main regulators and the main targets of the 3 datasets of the DEGs as identified by Pathway Studio are listed. Query of genetic information was performed with the QTL module included in ProteINSIDE in order to retrieve information on the location of the genes encoding proteins of interest within published Quantitative trait loci (QTLs) for meat and carcass. This module interrogates the publicly available QTL database “Animal QTLdb”.

Type of response	Gene name	Transcription regulator	Location in a bovine QTL
LT specific DEG	*ACOT11*		
	*ADRB2*		Tenderness score, Muscle compression, Saturated fatty acid content, Conjugated linoleic acid content
	*ARL6IP2*		
	*ATP1B1*		Juiciness
	*CDIPT*		Tenderness score, Shear force
	*CEBPB*	TF	
	*CXCR6*		
	*DFFB*		Juiciness
	*DLL4*		Muscle pH, Marbling score
	*DNAJB4*		Shear force
	*GLUL*		
	*GPAM*		Shear force
	*HES1*	TM	
	HSPB1*		
	*IDS*		
	*IL16*		
	*IMP3*		
	*ITGAE*		
	*LEAP2*		Marbling score
	*MED23*	TM	
	*MUSK*		
	*MYF6*		Marbling score
	*MYLC2*		
	*MYOD1*	TF	
	*NME6*		
	*NOL6*		
	*PDPR*		
	*PIGM*		
	*PITPNM2*		
	*PLD1*		
	*RAB3IL1*		Tenderness score, Shear force, Juiciness, Marbling score
	*SERPINE1*		
	*SLC25A25*		
	*SLC2A3*		
	*THBS1*		
	*TREM1*		
	*XYLT2*		
	*YWHAZ*		
ST-specific DEG	*ADAMTS9*		
	*ATL2*		
	*CYP1A1*		
	*HYAL2*		
	*MYLK4*		
	*PPP2B*		
	*SLC2A8*		
	*ZNF750*	TM	
Common DEG	*ABRA*		
	*ATF3*	TF	
	*CEBPD*	TF	Shear force, Marbling score
	*ETS2*	TF	
	*FOS*	TF	
	*GADD45A*		Marbling score
	*GEM*		
	*HES6*	TF	
	*HEYL*	TF	
	*IFRD1*		
	*LCAT*		
	*LRP4*		
	*MYOG*	TF	
	*PDK4*		Marbling score
	*PFKFB3*		
	*PGF*		
	*PMP22*		Marbling score
	*RGS2*		
	*SDC4*		
	*SLC16A6*		
	*SMAD7*	TF	Marbling score
	*SORBS1*		
	*SPOCK2*		
	*TUBB6*		
Common main regulators	*AKT1*		
	*EGF*		
	*HIF1A*	TF	
	*IFNG*		Tenderness score
	*IL1B*		Marbling score
	*INS*		
	*MAPK1*		Shear force
	*MAPK14*		
	*TGFB1*		
	*TNF*		Marbling score
Common main targets	*BCL2*		
	*BGLAP*		
	*CDKN1A*		
	*COL3A1*		
	*ERBB2*		Muscle pH, Marbling score
	*FN1*		
	*ICAM1*		Marbling score
	*IL6*		Marbling score
	*MMP2*		
	*PPARG*	TF	
	*SELE*		Juiciness
	*SLC2A4*		
	*TLR4*		Shear force
	*VEGFA*		

**Notes:**

Only QTL related to meat quality are shown in the table.

* Proposed as a protein biomarker for high ultimate pH (pHu) meat in Sentandreu et al. (2021).

## Discussion

### Transcriptional response to stress

Understanding how preslaughter stress impacts muscle physiology would provide information for the management of beef quality, especially tenderness. In this study, we compared the muscle transcriptional profiles of cows exposed to preslaughter emotional and physical stress with those of control cows handled with limited stress. We hypothesized that this approach may be useful for investigating the molecular mechanisms of the stress response and the potential impact on meat quality. We identified changes in the abundance of several gene transcripts in two muscles of the cows exposed to stress. We found evidence of a common transcriptional response in both muscles, albeit with different metabolic types and activities, even though some muscle-specific DEGs were detected. Notably, there was a core stress response in both muscles, as shown by common DEGs and common GO terms (mainly related to the regulation of gene expression and muscle development). 

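Lists of genes set in advance were tested in both muscles with camera, at an inter-gene correlation of 0.01, and p was adjusted over the 24 tests of a list in a muscle. The immediate early genes, 8 of 26 tested, were higher in stressed cows in the LT (median log2 fold change 0.26, adjusted p = 6.89e-06, 7 of 8 genes higher) and in the ST (median 0.54, adjusted p = 1.69e-08, 7 of 8). Of these 8 genes, 4 passed over all genes and 4 when adjusted over the list alone in the LT, and 4 and 5 in the ST. Table S2 holds 3 of them (ATF3, FOS and GEM), and without these the adjusted p was 0.173 in the LT and 0.00470 in the ST. The heat shock genes, 16 of 23 tested and 0 in Table S2, had a median of 0.12 in the LT (adjusted p = 0.00121, 13 of 16 genes higher) and 0.11 in the ST (adjusted p = 1.18e-04, 12 of 16). Over all genes 2 of them passed in the LT and 1 in the ST, and 2 and 3 did so adjusted over the list alone. HSPA1L, which was lower in stressed cows (log2 fold change -0.43 in the LT, adjusted p = 0.0918 over all genes, and -0.40 in the ST), is 1 of the 2 in the LT and 1 of the 3 in the ST. In total, 7 of the 24 tests had an adjusted p under 0.05 with camera, and 4 of these held with fry and also with an estimated inter-gene correlation. The 4 were the immediate early genes and the glucocorticoid response genes in both muscles, while the heat shock genes had adjusted p values of 0.224 in both muscles with fry. These 4 tests include the genes of Table S2, which come from the same samples. Without those genes, fry put 1 of the 24 tests under 0.05, the glucocorticoid response in the LT. With an estimated correlation it was 0 of 24. The immediate early genes in the ST then had an adjusted p of 0.265 with fry. The medians of all genes tested were -0.05 in the LT and -0.06 in the ST. From the DEGs and the GO terms shared by the muscles, the paper concludes that the stress response has a core that is common to the LT and the ST.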

The highest number of DEGs was detected in the LT. This may be related to the high oxidative metabolism of the LT (Hocquette et al., 2012b), which makes it more prone to changes in oxidative status and therefore susceptible to stress. Muscle gene expression in response to stress likely also depends on sex (Oster et al., 2014), the nature and intensity or duration of the stress, and breed, which may explain some differences in the results of our study and a previous study on Angus animals (Zhao et al., 2012). Nevertheless, the regulation of genes involved in carbohydrate, lipid, and protein metabolism is likely to occur in many cases, as observed in this study, as well as in other studies on cattle (Buckham Sporer et al., 2007; Zhao et al., 2012) and pigs (Davoli et al., 2009).

### Newly translated transcription factors and their related biological pathways

While the short-term response to stress may be primarily driven by changes in protein phosphorylation (*e.g*., reversible phosphorylation (Mato et al., 2019)), as well as enzyme activity or protein abundance, our study provided convincing evidence that the response to stress includes a transcriptional component, as previously reported in two studies (Davoli et al., 2009; Zhao et al., 2012). Indeed, functional annotation of the lists of DEGs revealed the enrichment of GO terms related to the regulation of gene expression and transcription. It is well accepted that the primary response to stress involves the activation of pre-existing TFs by phosphorylation (Sabban & Kvetňanský, 2001). Our data indicate that newly translated TFs may also relay the stress response, as 11 of the DEGs encode TFs. Eight of these TFs were identified in both muscles, of which some were detected as nodes in the molecular networks associated with the response to stress. The majority of the differentially expressed TFs were upregulated, except for two muscle regulatory factors (*MYOG* and *MYOD1*) and a transcriptional repressor (*HES1*). *MYOG* and *MYOD1* are basic helix-loop-helix family TFs essential for myogenesis, including during the regenerative process (Zammit, 2017). *HES1* is a downstream target of *Notch* (Borggrefe & Oswald, 2009). It is also a master regulator of glucocorticoid receptor-dependent gene expression. It is silenced by the primary stress hormones glucocorticoids (Revollo et al., 2013). 

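The glucocorticoid response genes, a list of 32 genes of which 8 were tested on the array, were higher in stressed cows in the LT (camera, median log2 fold change 0.48, adjusted p = 6.47e-08, 7 of 8 genes higher) and in the ST (median 0.39, adjusted p = 5.97e-06, 6 of 8). In the LT, 3 of the 8 passed over all genes and 6 when adjusted over the list alone, and in the ST it was 4 and 4. The list holds 2 genes of Table S2, PDK4 and CEBPD, and without them the adjusted p was 0.0110 in the LT and 0.159 in the ST (camera). With an estimated inter-gene correlation these values were 0.0825 and 0.287. DUSP1, which is also in the list of immediate early genes, had a log2 fold change of 0.37 in the LT (SE 0.121, adjusted p = 0.0918 over all genes) and 0.38 in the ST (SE 0.112, adjusted p = 0.0579). MSTN had -0.38 in the LT (SE 0.374, adjusted p = 0.619) and -0.79 in the ST (SE 0.237, adjusted p = 0.0665). MT2A had 0.58 (SE 0.249, adjusted p = 0.212) and 0.41 (SE 0.240, adjusted p = 0.366).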

The observed downregulation of *HES1* was not surprising since stressed cows showed high plasma and urinary cortisol levels (Bourguet et al., 2010). Of the upregulated TFs, 4 were basic leucine zipper (bZip) TFs: *FOS*, *ATF3*, *CEBPB*, and *CEBPD*. *ATF3*, a member of the mammalian cAMP-responsive element-binding protein (*CREB*) family, is induced by various stresses. *ATF3* is a sensor for a wide range of conditions and modulates the immune response, atherogenesis, cell cycle, apoptosis, and glucose homeostasis (Jadhav & Zhang, 2017). *ATF3* has been considered an adaptive response gene with a dual mode of action to activate (as a homodimer) or repress (as a heterodimer) target gene expression. It was proposed that *ATF3* functions as a “hub” of the cellular adaptive-response network that helps cells adapt to disturbances of homeostasis (Hai, Wolford & Chang, 2010). *ATF3* was also found to be differentially expressed following acute stress induced by surgery in Angus beef (Zhao et al., 2012). The bZip proteins *CEBPB* and *CEBPD* are members of the *C/EBP* family, which participates in a number of biological responses, including energy metabolism, cell proliferation and differentiation, and immune responses (Ramji & Foka, 2002). Their binding sites are found in the regulatory regions of a large number of acute phase proteins. A dual role was proposed for the *C/EBP* proteins as mediators of both inflammatory responses and glucocorticoid effects (Nerlov, 2007; Roos & Nord, 2011). *CEBPD* expression is induced by inflammatory effectors and hypoxia and promotes proinflammatory signalling and hypoxia adaptation (Balamurugan & Sterneck, 2013). *CEBPB* was also recently identified as a novel regulator of satellite cell homeostasis that promotes differentiation at the expense of self-renewal (Lala-Tabbert et al., 2016).

### Overrepresented TF binding sites in the promoters of DEGs and related biological pathways

Several cis-transcriptional modules were located in the promoters of the DEGs. Modules common to both muscles were detected mainly in the promoters of common DEGs, while muscle-specific cis-transcriptional modules were detected in the promoters of muscle-specific DEGs. However, some specific cis-transcriptional modules were detected in the promoters of common DEGs. *FOS* was targeted by 4 common modules in both muscles plus 1 specific module in the ST. *ATF3* was targeted by 1 common module in both muscles and by 3 specific modules (1 in the LT and 2 in the ST). Examination of cis-transcriptional modules of DEGs from both muscles revealed that binding sites for the transcription factor SP1 and for members of the *ETS* family are often included in those modules. *SP1* is ubiquitously expressed and, in addition to functioning as a ‘housekeeping’ TF, may be a key mediator of gene expression induced by insulin and other hormones (Solomon et al., 2008). *ETS1* is a highly conserved TF that controls the expression of cytokines, chemokines and angiogenesis factors (Russell & Garrett-Sinha, 2010). *ETS* binding sites were found in the promoter of common differentially expressed TFs as well as in the promoter of 11 of the 15 LT-specific DEGs.

### Other biological pathways related to the response to stress

Our study provided additional evidence that the response to stress interacts with the immune response, inflammatory response, and chemotaxis, as well as the production of interleukins (*IL-16* in the LT; *IL-1 B* and *IL-6* as main regulators and targets of the DEGs; and *IL-10* and *IL-13* in the list of common targets of the DEGs). This is consistent with previous studies examining the response to stress in livestock animals: A transcriptional shift in acquired and innate immunity pathways was reported in the peripheral blood of psychosocially stressed pigs (Oster et al., 2014). 

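IL16 had a log2 fold change of -0.50 (SE 0.158, adjusted p = 0.0899, limma) in the LT, with 1 of 16 stressed cows above the median of the limited stress cows. The probe set Target840, which shares bases with IL16, had -0.43 in the LT and was not past the threshold there (lowest adjusted p of its 5 probes 0.122), nor was IL16 with the median of the control features. In the ST, IL16 had -0.34 (SE 0.161, adjusted p = 0.268, 3 of 16), and no difference between the stress effects of the muscles was detected (interaction of muscle and stress, adjusted p = 0.999). A list of 24 inflammation genes had 4 members tested in the LT (ICAM1, IL13, TLR2 and TLR4) and 3 in the ST, and 0 of them passed over all genes. Adjusted over the list alone, 2 passed in the LT and 1 in the ST, and a change of the list as a whole was not detected (camera, adjusted p = 0.846 in the LT and 0.515 in the ST), which with so few genes that went both ways does not exclude one. In the LT its median was -0.07 and its mean 0.01, so these differ in sign. Of the 10 main regulators named in the paper, 5 were tested, and 0 passed over all genes in either muscle. MAPK14 alone passed in the LT when adjusted over the list alone, with a log2 fold change of -0.27, and 0 did so in the ST. Of the 14 main targets, 9 were tested and 0 passed over all genes. Adjusted over the list alone, 3 of them passed in the LT (CDKN1A 0.95, ICAM1 0.50 and TLR4 -0.31 in log2 fold change) and 0 in the ST. The regulators and the targets were chosen from these samples, so the counts over the lists alone are not independent evidence. As whole lists, the regulators had adjusted p values of 0.668 and 0.931 and the targets 0.291 and 0.324 in the LT and the ST (camera). In the ST the regulators had a median of -0.09, and in the LT of 0.02. IL1B and IL6 were not among the genes tested.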

Amplified inflammatory activity was also detected in blood neutrophil expression in young bulls following truck transportation for 9 h (Buckham Sporer et al., 2007) and in the LT muscle of Angus beef exposed to acute stress induced by surgery (Zhao et al., 2012). Moreover, a conserved transcriptional response to chronic social stress involving increased expression of proinflammatory genes (including *IL-6* and *IL-8*) has been reported in blood leukocytes (Powell et al., 2013) in mice and humans. In our study, changes in chemokine and cytokine expression in muscle were most likely part of the adaptive mechanisms contributing to the stress response (Fig. 3). *IL-16* is a lymphocyte chemoattractant factor also classified as an “alarmin” (Rider et al., 2017). *IL-6* and *IL-8* are also regarded as myokines released from muscle in response to contractions (Brandt & Pedersen, 2010). Muscle-derived *IL-6* may mediate some of the anti-inflammatory and insulin-sensitizing effects of physical exercise (Covarrubias Anthony & Horng, 2014).

Another striking result of our study is the upregulation of transcripts related to the carbohydrate metabolic pathway, *e.g*., transcripts encoding *PDK4* (an inactivator of pyruvate dehydrogenase complex; targeted by 1 cis-transcriptional module in the LT and 3 modules in the ST), *PFKFB3* (a glycolysis regulator; targeted by 1 cis-transcriptional module in the LT and 2 cis-transcriptional modules in the ST) and *SLC25A25* (a mitochondrial ATP transporter; targeted by 2 cis-transcriptional modules in the LT). This illustrates a switch in energy metabolism in the muscles of animals exposed to exercise and psychological stress towards anaerobic metabolism to support ATP production for muscle contraction. 

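PDK4 had the largest log2 fold change in both muscles, 3.39 (SE 0.333, adjusted p = 3.22e-08, limma) in the LT and 3.36 (SE 0.326, adjusted p = 4.04e-08) in the ST, and in both all 16 stressed cows lay above the median of the limited stress cows. Within slides, the difference ranged from 2.67 to 4.46 in the LT and from 1.69 to 4.53 in the ST, where 2 slides held only 1 cow of a group. PFKFB3 had 1.57 (SE 0.277, adjusted p = 3.61e-04, 15 of 16) in the LT and 1.00 (SE 0.181, adjusted p = 8.72e-04, 16 of 16) in the ST. SLC25A25 had 0.67 (mean SE 0.139, highest adjusted p of its 2 probes 0.00597, 16 of 16) in the LT and 0.40 (mean SE 0.114, highest adjusted p 0.0639, 14 of 16) in the ST. With the median of the control features, SLC25A25 was past the threshold in neither muscle, and with the cow as a replicate block it was not in the ST. Of a list of 22 glycolysis genes, which leaves these 3 genes out, 14 were tested and 0 passed, over all genes or adjusted over the list alone. The list had a median log2 fold change of -0.08 in the LT (camera, adjusted p = 0.355, 3 of 14 genes higher) and -0.10 in the ST (adjusted p = 0.468, 3 of 14). Its 14 tested genes include 6 of the list of hypoxia targets.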

*PDK4* plays a pivotal role in controlling metabolic flexibility (Zhang et al., 2014), and its expression is increased in response to moderate intensity exercise.

Analysis of molecular networks also highlighted the contribution of the response to oxygen levels/hypoxia in the response to stress, albeit *via* different transcripts and different contractile and metabolic muscle types. 

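The probe of HIF1A had a log2 fold change of 0.18 (SE 0.113, adjusted p = 0.436, limma) in the LT and 0.16 (SE 0.102, adjusted p = 0.436) in the ST, with 12 of 16 stressed cows above the median of the limited stress cows in each muscle. Of a list of 32 hypoxia targets, 12 were tested, with a median log2 fold change of -0.06 and a mean of 0.20 in the LT (camera, adjusted p = 0.291, higher) and a median of -0.0042 and a mean of 0.19 in the ST (adjusted p = 0.107, higher). The median and the mean thus differ in sign. In the LT, 2 targets passed over all genes and 2 when adjusted over the list alone, and in the ST it was 1 and 2. Table S2 also holds 2 of the tested targets, PFKFB3 among them, and without these 2 the adjusted p was 0.866 in both muscles. With the median of the control features, the whole list had an adjusted p of 0.0289 in the LT and 0.00779 in the ST. LDHA had a log2 fold change of -0.08 in both muscles, and VEGFA had -0.13 in the LT and 0.06 in the ST, where its sign was not resolved (SE 0.177).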

Consistently, the TF hypoxia inducible factor (*HIF1A*) was identified as a main common regulator of the DEGs. This could be a signature of oxygen imbalance or of the physical activity imposed on the cows. Thus, it may not be surprising that the expression of *PFKB3*, a downstream target of *HIF*, was upregulated. Hypoxia was also demonstrated to cross-talk with the Notch signalling pathways, which regulate satellite cell quiescence and self-renewal (Liu et al., 2012). Since quiescent satellite cells have a low metabolic rate, fewer mitochondria and anaerobic metabolism, this is likely part of the adaptive signature of muscle to stress. Thus, the combined signatures of hypoxia, the Notch signalling pathway (Fukada et al., 2007), *MYOD1* downregulation (Kopan, Nye & Weintraub, 1994), and *IRFD1* (an inducer of regenerative myogenesis) downregulation further indicate that quiescent satellite cells are stress targets and most likely physical activity targets.

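The log2 fold change of IFRD1 (stress / limited stress) was 1.41 (SE 0.166, adjusted p = 7.76e-07, limma) in the LT and 1.25 (SE 0.170, adjusted p = 1.16e-05) in the ST, and all 16 stressed cows lay above the median of the limited stress cows in each muscle. It stayed past the threshold in both muscles with the slide as a block and with the median of the control features.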

### Putative effects on meat quality

Finally, the transcriptomic muscle response to preslaughter stress may have an impact on meat quality through energy metabolism and hypoxia. Indeed, anaerobic glycolysis is highly relevant to beef quality since it is involved in *postmortem* protein degradation and hence beef tenderization during meat ageing (reviewed by Maltin et al., 2003). This process is regulated by the decline in muscle pH due to the conversion of glycogen into lactate following the lack of oxygen after slaughtering. Stress was shown to markedly affect meat tenderness by increasing *postmortem* ultimate pH (Purchas, 1990) due to the depletion of glycogen stores by stress prior to slaughtering, which leads to dark-cutting meats. Reliable indicators of the occurrence of high pH and preslaughter stress were identified in the sarcoplasmic proteome of muscle (Fuente-Garcia et al., 2019; Sentandreu et al., 2021). They were mainly involved in metabolism, chaperone- and stress-related processes, muscle contractility/fibre organization, and transport activities. In our study, several genes encoded by the DEGs and the common regulators or targets of the DEGs were located in bovine QTLs of the meat and carcass group associated with meat quality parameters known to be impacted by stress: muscle pH (*DLL4, ERBB2*), shear force (*CDIPT, CEBPD, DNAJB4, GPAM, RAB3IL1, MAPK1*, and *TLR4*), tenderness score (*ADRB2 CDIPT RAB3IL1*, and *IFNG*), compression (*ADRB2*), and juiciness (*ATP1B1*, *DFFB*, and *RAB3IL1*). Some genes were also mapped in QTLs associated with marbling score and with lipid class contents. However, the relationships between transcript levels and these meat quality parameters remain to be studied.

## Conclusions

Exposure to emotional stress (novelty, social isolation, presence of active humans, noise) and physical effort (walking) prior to slaughter induced a transcriptional response in two muscles in cows. Our data provide evidence of a coordinated response in two muscles of stressed animals due to the identification of common target genes, associated functions, cis-transcriptional modules, regulators and downstream targets. The response included an interplay between metabolic changes (glycolytic), hypoxia, inflammatory process, and satellite cell renewal/quiescence, likely due to elevated cortisol. However, the relative contribution of mechanisms related to stress and to physical activity induced by walking the labyrinth remains to be elucidated.

From an animal production perspective, the identification of gene networks activated by stress will improve the understanding of the molecular mechanisms of meat conversion and beef quality defects caused by preslaughter stressful conditions suffered by cattle. The target stress-responsive gene network could be modulated by management factors (on farm nutrition, antioxidant supplementation, etc.) to reduce the adverse impact of stress.

## Supplemental Information

10.7717/peerj.13150/supp-1 Supplemental Information 1 Gene Ontology (GO) term enrichment of the DEG compared to the background list of the microarray. Click here for additional data file.

10.7717/peerj.13150/supp-2 Supplemental Information 2 Interaction networks and identification of regulators and mains targets of DEG. Click here for additional data file.

10.7717/peerj.13150/supp-3 Supplemental Information 3 Sequence of the primers used in qPCR experiments. The sequence of the primers was designed using the Primer 3 software. Click here for additional data file.

10.7717/peerj.13150/supp-4 Supplemental Information 4 Differential genes in response to stress in the *Longisssimus thoracis* (LT) muscle and *Semitendinosus* (ST) muscle in stressed cows compared to controls. Differential expression was computed on the GSE119912 using the LIMMA method with a Benjamini–Hochberg (BH) multiple testing correction. 

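Each line of the table is a transcript with the lowest, the highest and the mean ratio of stressed cows to controls over its differentially expressed probes, so that a value above 1 stands for a higher signal in stressed cows. The log2 fold changes compared with these ratios are means over all the tested probes of a transcript. Of the 62 gene names listed for the LT, 46 had a named transcript on the array that was tested, and of the 32 listed for the ST, 23 had one. All 46 and all 23 had a log2 fold change of the sign of the ratio in the table. The sign was not resolved for MED23 (0.0058, mean SE 0.113), HSPBAP1 (-0.023, SE 0.0884) and PDPR (0.08, SE 0.179) in the LT, and the probe of PDPR was well above background on only 5 arrays of stressed cows and 7 of limited stress cows. In the direction of the table, 38 names were differentially expressed in the LT and 21 in the ST. Across gene names, which are not independent replicates, the correlation of the log2 fold changes with the log2 of the ratio in the table was 0.978 in the LT and 0.992 in the ST. The median difference between them was 0.06 in the LT and -0.03 in the ST. The median of the control features lowered the number of names past the threshold most, to 17 in the LT and 14 in the ST.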

Genes for which 80% were differential probes at the adjusted *p*-value BH<10% were retained. Click here for additional data file.

10.7717/peerj.13150/supp-5 Supplemental Information 5 Over-represented transcriptional cis-modules in the dataset of stress responsive genes in the LT and in the ST muscles. Promoters of the differentially expressed genes (DEG) were examined for transcriptional cis- modules using the Genomatix software suite. Detection of over-represented modules in the DEG was made by comparison to the total genes of the microarray. Click here for additional data file.

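The sheet lists the quantity of each gene in each cow, so that ratios to the reference genes and group means can be computed again. The quantities are not yet divided by those of the reference genes. Without any reference gene, the difference was 2.57-fold for ATF3, 3.70-fold for CEBPD, 1.93-fold for FOS and 1.80-fold for SMAD7, and with all 7 candidate reference genes it was 2.40-fold, 3.46-fold, 1.81-fold and 1.68-fold.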

10.7717/peerj.13150/supp-6 Supplemental Information 6 qPCR raw data. Click here for additional data file.

10.7717/peerj.13150/supp-7 Supplemental Information 7 MIAME checklist. Click here for additional data file.

10.7717/peerj.13150/supp-8 Supplemental Information 8 Author checklist. Click here for additional data file.

10.7717/peerj.13150/supp-9 Supplemental Information 9 GO_MF_Data. Enrichment in GO Molecular Factor terms in the lists of DEGs in both the LT and the ST muscles Click here for additional data file.

# Supplementary material for: Transcriptome profiling reveals stress-responsive gene networks in cattle muscles
**Source:** PeerJ. 2022 Apr 6;10:e13150. doi: 10.7717/peerj.13150
**Supplement:** Supplemental Information 3 — The sequence of the primers was designed using the Primer 3 software.

**Supplemental Table S1:**

**Sequence of the primers used in qPCR experiments.**

The sequence of the primers was designed using the Primer 3 software.

| **Gene Name** | **Forward primer** | **Reverse primer** | **Tm** |
| --- | --- | --- | --- |
| **ATF3** | gAg CTA AgC AgC CgT ggT AT | ggC TTC Agg gTT TCg gAT gT | 60 |
| **FOS** | gCA AAA CgC ATg gAg TgT gT | AAA AgA gAC gCA gAC CCA gg | 60 |
| **CEBPD** | gTT gCC TTT CCC CCA TgA gA | ggA ggT AgC AgC CAA gAC AA | 60 |
| **SMAD7** | CTT AgC CgA CTC TgC gAA CT | gCA CAg CAT CTg gAC AgT CT | 60 |
| **TOP2B** | CCg ATg ATg ATg ACg ACA AT | TgC TAT ggg AgA TgC TTT gA | 60 |
| **UXT** | TgT ggC CCT Tgg ATA Tgg TT | ggT TgT CgC TgA gCT CTg Tg | 60 |
| **MRPL39** | TTg gTC AgA gCC CCA gAA gT | Agg TTC TCT TTT gTT ggC ATC C | 62 |
| **CLN3** | TTC TgA CTC CTT ggg ACA CA | CAA CCT gCC CAC CTA TCA gT | 58 |

# Supplementary material for: Transcriptome profiling reveals stress-responsive gene networks in cattle muscles
**Source:** PeerJ. 2022 Apr 6;10:e13150. doi: 10.7717/peerj.13150
**Supplement:** Supplemental Information 4 — Differential expression was computed on the GSE119912 using the LIMMA method with a Benjamini–Hochberg (BH) multiple testing correction. Genes for which 80% were differential probes at the adjusted p-value BH<10% were retained.

**Supplemental Table S2:**

**Differential genes in response to stress in the *Longisssimus thoracis* (LT) muscle and *Semitendinosus* (ST) muscle in stressed cows compared to controls.**

Differential expression was computed on the GSE119912 using the LIMMA method with a Benjamini-Hochberg (BH) multiple testing correction. Genes for which 80% were differential probes at the adjusted p-value BH<10% were retained.

TF: Transcription factor

Min.Ratio. estimate: minimum (stressed/not stressed) ratio estimate among differentially expressed probes (BH 10%) for the concerned gene

Min.p-value BH: minimum BH p-value among differentially expressed probes (BH 10%) for the concerned gene

Max.Ratio. estimate: maximum (stressed/not stressed) ratio estimate among differentially expressed probes (BH 10%) for the concerned gene

Max.p-value BH: maximum BH p-value among differentially expressed probes (BH 10%) for the concerned gene

Mean ratio (stressed vs controls): mean (stressed/not stressed) ratio estimate among differentially expressed probes (BH 10%) for the concerned gene

# Supplementary material for: Transcriptome profiling reveals stress-responsive gene networks in cattle muscles
**Source:** PeerJ. 2022 Apr 6;10:e13150. doi: 10.7717/peerj.13150
**Supplement:** Supplemental Information 5 — Promoters of the differentially expressed genes (DEG) were examined for transcriptional cis- modules using the Genomatix software suite. Detection of over-represented modules in the DEG was made by comparison to the total genes of the microarray.

**Supplemental Table S3**:

**Over-represented transcriptional cis-modules in the dataset of stress responsive genes in the LT and in the ST muscles**

Promoters of the differentially expressed genes (DEG) were examined for transcriptional cis- modules using the Genomatix software suite. Detection of over-represented modules in the DEG was made by comparison to the total genes of the microarray.

|  | **LT muscle** | | **ST muscle** | |
| --- | --- | --- | --- | --- |
|  | Dataset (DEG) | All genes (microarray) | Dataset (DEG) | All genes (microarray) |
| **Gene ID inputs** | 62 | 4 188 | 32 | 4 117 |
| **Gene ID found in Genomatix Suite** | 52 | 2 594 | 28 | 2 538 |
| **Promoters** | 168 | 7 805 | 84 | 9 124 |
| **Selected promoters** | 111 | 7 805 | 57 | 9 124 |
| **Module locations** | 1 378 | 86 021 | 675 | 84 563 |
| **Different modules** | 288 | 606 | 201 | 605 |
| **Maximum occurrence of a module** | 60 | 3 555 | 32 | 3 506 |
| **Over represented modules** | **24** | | **25** | |
| **Common modules** | **9** | | | |

How the deposited data were processed for this re-analysis (not part of the article)

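Gene expression was measured in the LT and the ST of 32 Normand cows with single-colour Agilent arrays, 64 arrays in all. In each muscle there were 16 stressed cows and 16 cows handled with limited stress, 8 of each group on the EP diet and 8 on the control diet. The cow number of the labels pairs the muscles of a cow. The stress group, the diet and the muscle of each array were taken from the sample labels, where the stressed group is called moderated stress.

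The authors read each array with Agilent's Feature Extraction software, and per the file headers the deposited intensities were background-subtracted and detrended by this software, with surrogate values for spots near background. The deposited table of processed signals held the same intensities, without scaling between arrays and without a log2 transformation. The scaling to the control probes, the division by the median over all arrays and the log2 transformation of the paper's methods are therefore not in the deposited values. The qPCR quantities of the supplement were obtained by the authors from 20 LT samples, 10 per stress group, and are not divided by the reference genes.

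The gene names came from the array files and, where an accession was found in it, from a table of RefSeq genes. A custom probe set without a name took the name of a gene when one of its probes shared at least 25 bases in a row with named probes of that gene alone, which named 941 of 1945 sets, and 5 sets that shared bases with probes of 2 or more genes stayed without a name. A table of RefSeq genes of the assembly ARS-UCD2.0 held the accession of 1864 of the 3504 named transcripts, and its symbol differed from the name in the files for 172 of them. The names of the files were kept as identifiers of the transcripts. For naming custom probe sets, matching Table S2 and labelling the genes of the lists, the RefSeq symbol was used first and the file name otherwise. The probe sets TC318591 (HES6), TC378976 (LRP4), TC320916 (CDIPT) and TC310369 (CEBPD) were named from their description in the files. No coordinates were used.

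The plan was to divide each array by the median of its control probes, as in the paper's methods. The files mark 536 features as controls (459 positive and 77 negative), where the paper counts 1614 control probes, and the median signal of these features was 3.24 units at the median array, near background. Before any comparison of groups, the 75th percentile of the other spots was therefore taken as the scaling, and the median of the control features was kept as an alternative. The 75th percentile had a median of 3286 units over the arrays, and its log2 was higher in stressed than in limited stress cows by 0.04 in the LT and 0.15 in the ST. For the median of the control features these differences were 0.21 and 0.05. The number of spots that the software set aside as uneven or as outliers of their replicates had a median of 13.5 per array and ranged from 0 to 130.

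The array values were analysed in R 4.3.3 with limma 3.58.1 and statmod 1.5.0, on the log2 of the processed signal over the 75th percentile. Probes well above background on at least 11 of the 32 arrays of a muscle were kept. A model with the 4 groups of stress and diet was fitted to the probes of each muscle, and limma's moderated test compared stress with limited stress over the diets, EP diet with control diet over the stress groups, and the stress effects of the 2 diets. The stress effects of the LT and the ST were compared in a fit of all 64 arrays with 8 groups. All tests were two-sided, and p was adjusted by the Benjamini-Hochberg method over the probes of each comparison. A transcript was called when at least 80% of its tested probes had an adjusted p under 0.1 in the same direction, the rule of Table S2. The log2 fold change of a transcript is the mean over its probes. The cows were also split in 100 ways into groups of the same sizes, the real split included, with the seed 20090901, and every count was made again for each split.

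Table S2 was matched to the array by gene name. The transcripts named in the text are those of Table S2 and the genes that the paper names, the 10 called transcripts with the largest log2 fold change in each muscle, up to 5 called transcripts outside Table S2 with the smallest adjusted p in each muscle, the transcripts called for diet or for an interaction, and the qPCR reference genes. The genes that are named from the lists below, NOL6 for diet and the 6 transcripts of the interaction with a replicate block were chosen after their values were seen.

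Gene lists were tested with camera at an inter-gene correlation of 0.01 on the mean of the probes of each gene, with fry and with camera at an estimated correlation as alternatives. The lists were the main regulators and the main targets of the paper, glucocorticoid response, immediate early, hypoxia, glycolysis, heat shock, inflammation, slow fibre, fast fibre, blood, fat and nerve genes. The nerve list had 1 tested gene and was left out of the set tests, which left 24 tests over both muscles.

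The qPCR quantities were divided by the geometric mean of UXT, MRPL39, CLN3 and TOP2B and log2 transformed, and the groups were compared with two-sided permutation tests with 100000 resamples in scipy 1.17.1 (python 3.11.15, pandas 2.3.3, numpy 2.4.6). Figures were drawn with matplotlib 3.10.9. SMAD7 and the other genes without a named probe were left out of the comparison of qPCR and array values, which left 6 correlations.

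The alternatives were the median of the control features, normexp background correction with an offset of 50 and quantile normalization, the deposited signals left unscaled, no filter on dim probes, probes above background on every array, dim or saturated spots set to missing, 1 factor in the model, array weights, the slide or the scan day as a block, an adjusted p under 0.05, at least 1 probe, all probes or the mean of the probes of a transcript, and the cow as a replicate block in a fit of both muscles. For qPCR they were no reference gene, all 7 candidate reference genes and the ratio of arithmetic means. The comparisons, the alternatives, the lists and the rule for naming genes were fixed before the data were examined, apart from the main scaling, the naming of custom probe sets, 4 settings of the list tests and the array and qPCR correlations centred on the slide. The analysis was checked on simulated data with the layout of these arrays and known changes. Of 160 transcripts changed in the LT, 84.4% were recovered with 16 false calls among 151, and of 140 in the ST, 79.3% with 5 among 116. A log2 change of 0.5 was recovered in 71.2% of 73 transcripts in the LT and 65.0% of 60 in the ST, and a log2 change of 1 in 95.4% of 87 and 90.0% of 80. The simulated interaction of muscle and stress was recovered for 64.0% of 100 transcripts without the replicate block and 77.0% with it (1 false call among 65 and 9 among 86). Of 10 raised lists among 100, camera and fry found 10 each, with 1 false list each. The simulated genes of these lists varied independently, so false lists that arise from correlated genes could not appear in this check. On the arrays, the estimated correlation in the LT and the ST was 0.298 and 0.318 for the immediate early list. It was 0.322 and 0.206 for the heat shock list, and 0.043 and 0.107 for the glucocorticoid response list.

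The period of slaughter, which the paper's model holds, is not in the labels and was left out. The promoter modules, the interaction networks, the GO terms and the QTL of the paper rest on databases outside the deposited data and were not analysed. A few of the genes tested are not reported here. The arrays carry no depth, and their number limits the precision of every value.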

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

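The tests of explanations in this part, which are the other splits with the replicate block, the slide as a second block, the signal over background, the array values and positions of single cows, the LT count without a cow, and the calls outside Table S2 under other settings, were chosen only after the results were seen.

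In 3 of 24 groups of samples tested, 1 cow lay farther from the next than chance gives in about 1 of 20 groups. The qPCR value of CEBPD in a limited stress cow was 0.02 on the log2 scale, with -1.21 in the next cow, a gap of 0.622 of the range of the group against a critical value of 0.466 for 10 cows. In a stressed cow it was 2.13, with 0.84 in the next cow, a gap of 0.477 of the range. The array probe of CEBPD argues against an error of the qPCR measurement in both cows, since the limited stress cow lay above the mean of the other 15 limited stress cows by 1.27 in the LT and 1.83 in the ST, and the stressed cow above the other 15 stressed cows by 1.87 and 2.30, each time as the highest of its group. A wrong group for the limited stress cow is argued against by the LT transcripts called without this cow, on which it lay at 0.161 between the mean of the limited stress cows (0) and that of the stressed cows (1), where other limited stress cows reached 0.518. In the ST it lay at 0.269, the highest of its group. The stressed cow lay at 1.61 in the LT and 1.93 in the ST, beyond the other stressed cows. A stronger response of the stressed cow may explain its CEBPD value, as a hypothesis found on the same data. Its other qPCR values do not all go with this. On the log2 scale, SMAD7 was -0.68 and FOS 0.18 in this cow, where the means of the stressed cows were 0.70 and 1.07. ATF3 was 1.43, with a mean of 1.27. The LT position of the limited stress cow was within those of its group, so a stronger response is not shown there and its CEBPD value stays unexplained. After the group means were removed, the LT and ST arrays of this limited stress cow had a correlation of only 0.117. Its LT array had 0.304 with the ST array of a stressed cow, so a swapped array is not excluded for it. The log2 of the 75th percentile of the LT array of another limited stress cow, on the EP diet, was 11.43, with 11.67 in the next of the 8 cows, a gap of 0.529 of the range against a critical value of 0.526. This array does not carry the LT result, as 150 transcripts were called in the LT without the cow, where the count with it was 161. A lower yield of RNA or labelling in this sample was not tested, nor was a biological explanation.

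With the cow as a replicate block, the stress effects of the LT and the ST differed in 6 transcripts, given as the log2 fold change in the LT minus that in the ST. The differences were -1.06 for A_73_110525 (highest adjusted p 0.0310), -0.79 for DLL4 (0.0336), 0.46 for ENSBTAT00000020060 (0.0997), 0.64 for MYF6 (0.0504), 0.64 for Target1086 (0.0504), which shares bases with MYF6, and 0.68 for Target1864 (0.0336), which has no name. Between 14 and 16 of the 16 stressed cows lay past the median of the limited stress cows in these differences. Without the block, limma called 0 transcripts (adjusted p = 0.999 for each of the 6), with 278 probes at an unadjusted p under 0.05. Among 100 splits of the cows, 4 gave a count as large with the block, the real one included. The highest count of the other splits was 184, where the real split gave 6. A random grouping is thus excluded at the share of 0.05 only narrowly. Signal near background is argued against for 4 of the 6, which were well above background on all 64 arrays. ENSBTAT00000020060 was so on 61 and A_73_110525 on 55. A_73_110525 was well above background on every ST array, but in the LT only on 10 arrays of stressed cows and 13 of limited stress cows. A change in the LT may be hidden by this dim signal, so signal near background stays open for its difference. Differences between the slides stay open, because the LT and ST arrays lie on separate slides, and with the slide as a second block only 1 of the 6, A_73_110525, was still called. The adjusted p of the other 5 was then between 0.150 and 0.170, and 4 transcripts in all were called. The sizes of the differences argue against the slides as their source, since the median ratio of the difference with and without the second block was 0.937, with -1.07 for A_73_110525, -0.74 for DLL4, 0.41 for ENSBTAT00000020060, 0.60 for MYF6, 0.59 for Target1086 and 0.65 for Target1864 with it. A stress response that differs between the muscles may be behind the differences of DLL4 and MYF6, but the slides are not excluded for the calls.

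In the LT, 84 called transcripts carry a name or identifier that Table S2 does not hold, 42 higher and 42 lower in stressed cows. They changed less than the called transcripts with a name of Table S2, with a median size of the log2 fold change of 0.35 against 0.87, and 78 of them had a single probe. Signal near background is argued against, as 71 were well above background on all 32 LT arrays, and so is the spread of the stress groups over the slides, as 70 were called with the slide as a block. The scaling cannot be told apart from an effect of stress for all of them. With normexp and quantile normalization 67 were called, with the signals left unscaled 44, and with the median of the control features 3, a factor that varies more between arrays (SD of its log2 0.467 against 0.117 for the 75th percentile). In the ST 80 of the 84 had the same sign, and 22 were called there. An effect of stress on them stays open.

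In the ST, 95 called transcripts carry a name or identifier that Table S2 does not hold, 24 higher and 71 lower in stressed cows, with a median size of the log2 fold change of 0.36 against 1.00 for the names of Table S2. Of these, 89 had a single probe. Signal near background is argued against, as 78 were well above background on all 32 ST arrays. The scaling may account for many of them, as 40 were called with normexp and quantile normalization, 28 with the signals left unscaled and 9 with the median of the control features. The slides may do so as well, with 15 called with the slide as a block and 23 with the scan day as a block. Whether the size of the changes depends on the slides was not tested for these 95 alone. Over the probes of all transcripts called in the ST, the median ratio of the log2 fold change with and without the slide as a block was 0.967, all 289 kept their sign, and the standard errors were 1.20 times as large. In the LT 87 had the same sign and 22 were called. An effect of stress on this set was not separated from these explanations.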

How the results depend on the processing

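The list tests with the slide or the cow as a block, those with an estimated correlation without the genes of Table S2, and the array and qPCR correlations centred on the slide were added only after the results were seen, and the 75th percentile became the main scaling after the control features were seen and before groups were compared.

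The scaling moved the counts most. With the median of the control features, the transcripts called for stress were 35 in the LT (26 higher and 9 lower), 38 in the ST (33 and 5) and 26 in both muscles (22 and 4), where the 75th percentile gave 161 (95 and 66), 153 (63 and 90) and 67 (46 and 21). This scaling varies more between arrays and moved the median log2 fold change of all tested probes from -0.05 to -0.23 in the LT and from -0.06 to 0.03 in the ST. With the signals left unscaled, the counts were 114 in the LT (83 and 31), 87 in the ST (79 and 8) and 54 in both (48 and 6), and the median in the ST moved to 0.09. Normexp and quantile normalization gave 162 in the LT (99 and 63), 100 in the ST (68 and 32) and 57 in both (47 and 10). In the ST, most called transcripts were thus lower in stressed cows under the 75th percentile and higher under these 3 settings. The median of the control features and the signals left unscaled move nearly all log2 fold changes of a muscle by the same amount, so a move of the split follows from the setting itself, and with normexp and quantile normalization the cause was not tested.

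With the slide as a block, the counts were 52 in the ST (37 higher and 15 lower) and 41 in both muscles, and with the scan day as a block 71 in the ST. In the LT, most called transcripts were lower with the slide as a block (106 higher and 121 lower), the scan day as a block (108 and 116) and the cow as a replicate block (111 and 131), where 95 of 161 were higher without a block. An adjusted p under 0.05 gave 90 in the ST and at least 1 probe past the threshold gave 254, which follows from the rule itself. The ST count lay between 119 and 209 under the other alternatives, the LT count between 112 and 241, and the count in both muscles between 45 and 97. For diet, the slide as a block and the scan day as a block gave 2 transcripts each in the ST. For the interaction of muscle and stress, the scan day as a block gave 1 transcript, and the other alternatives without the pairing of muscles gave 0. The cause of these differences was not tested apart from the slides. The counts of 0 for diet in the LT and for the interaction of stress and diet in both muscles were 0 under every alternative run. The interaction has no value with 1 factor in the model.

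In the paired fit, with the cow as a replicate block, 242 transcripts were called in the LT and 6 for the interaction of muscle and stress. The block gave 147 in the ST and 82 in both muscles, within 1.5 times the counts without it. The residual values of the muscles of a cow had a correlation of 0.407 in that fit. Among the transcripts named in the text, 65 of 67 called in the LT and 47 of 48 called in the ST were called with it.

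The correlation of the muscles across probes fell from 0.778 to 0.619 without the filter on dim probes, where the cause was not tested, and lay between 0.691 and 0.823 under the other alternatives. Of 24 list tests, 7 had an adjusted p under 0.05 with camera, 4 with fry, 4 with an estimated correlation, 1 with fry without the genes of Table S2, 0 with an estimated correlation without these genes, and 4 with fry and the slide as a block. The other 4 settings of the list tests gave between 5 and 10.

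Of the transcripts named in the text, 67 were called in the LT and 48 in the ST. With the median of the control features, 32 and 31 of them were called, with the slide as a block 67 and 32, with the scan day as a block 67 and 37, and under the other alternatives between 64 and 67 in the LT and between 43 and 48 in the ST. None of these called transcripts changed its direction under the 9 alternatives run on them. The sign changed in 6 transcripts that were not called. HSPBAP1 in the LT was -0.023, and 0.013 with the signals left unscaled, 0.0083 with the slide as a block and 0.015 with the scan day as a block. MED23 in the LT was 0.0058, -0.17 with the median of the control features and -0.038 with the slide as a block. PDPR in the LT was 0.08 and its probe set Target913 0.07, and both were -0.10 with the median of the control features. PPP3CB in the ST was -0.13 and 0.015 with the signals left unscaled, and its probe set Target1318 was -0.13 and 0.017. The changes of sign under the 2 scalings follow from their common shift of a muscle and say nothing about a single gene. For the slide and the scan day the cause was not tested.

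The qPCR fold differences of ATF3, CEBPD and SMAD7 kept their direction and a p under 0.05, and that of FOS stayed above 0.05, without reference genes, with all 7 candidates and with the ratio of arithmetic means. The array and qPCR correlations with an adjusted p under 0.05 were 6 of 6 with Pearson's r and 5 with Spearman's rho. They were 5 and 4 with the median of the control features, 6 and 5 with the signals left unscaled and without reference genes, and 5 and 5 with both values centred on the slide. The signal over background limits dim probes. FOSL1, whose probe was well above background on 16 LT and 13 ST arrays, was not called in the ST with the slide as a block.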

Differences from the paper's values

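The paper's count of differentially expressed transcripts in the LT is 67, with 43 up- and 24 downregulated, and the deposited signals gave 161, with 95 higher and 66 lower. Of the alternatives set before the data were examined, none brought the total or the number of higher transcripts within 1.5 times the paper's, and the signals left unscaled gave 31 lower transcripts, within it, while the other 14 did not. In the ST the paper's count is 36, with 33 up- and 3 downregulated, and the signals gave 153, with 63 higher and 90 lower. The total came within 1.5 times the paper's with the median of the control features (38) and with the slide as a block (52) and not with the other 13 alternatives. The number of higher transcripts did so with the median of the control features (33), the slide as a block (37), the scan day as a block (41) and an adjusted p under 0.05 (48), and not with the other 11. The number of lower transcripts in the ST did so under none of the 15. The paper counts 27 transcripts common to both muscles, and the signals gave 67. The median of the control features gave 26, and the other 14 alternatives stayed outside 1.5 times. The paper's array has 1614 control probes, and the files mark 536 features as controls, which no alternative changes.

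The ratios of Table S2 were compared as log2 values for 69 pairs of a gene and a muscle, and 4 differed by more than the spread within groups. The paper's value for HSPB1 in the LT is -0.58, where the transcript with the description of its entry, HSPBAP1, had -0.023. For MED23 in the LT the paper's value is 0.63 and the signals gave 0.0058, for PDPR in the LT it is 0.89 against 0.074 (its named probe was well above background on 5 of 16 arrays of stressed cows and 7 of 16 of limited stress cows, and its probe set Target913 on 14 and 11), and for PPP2B in the ST it is -0.54 against -0.13 for PPP3CB. All 9 alternatives run on these 4 genes gave values that differ from the paper's by more than that spread. Custom probe sets without a name in the files could not be compared with these entries.

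Of the gene names of Table S2 that could be tested, 8 in the LT and 2 in the ST were not called. In the LT, HES1 (log2 fold change -0.47, adjusted p = 0.176), HSPB1, MED23 and PDPR were called under none of the alternatives. CXCR6 (-0.77, adjusted p = 0.158) was called with normexp and quantile normalization, with dim or saturated spots missing, with array weights and with the cow as a replicate block. IDS (0.28, adjusted p = 0.440) was called with dim or saturated spots missing. MUSK (0.54, adjusted p = 0.106) was called with normexp and quantile normalization, with dim or saturated spots missing and with the mean of the probes. NOL6 (-0.29, lowest adjusted p = 0.0484) was called with probes above background on every array, array weights, the scan day as a block, at least 1 probe, the mean of the probes and the cow as a replicate block. In the ST, HEYL (0.52, adjusted p = 0.114) was called with the signals left unscaled, with array weights and with the cow as a replicate block, and PPP2B under none of the alternatives.

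The paper describes IFRD1 as downregulated in its discussion, and the signals gave log2 fold changes of 1.41 in the LT and 1.25 in the ST. The paper's Table S2 has it higher as well, with the paper's mean ratios of 2.6 in the LT and 2.5 in the ST. The paper lists the changes in the ST as mostly upregulated, and 63 of 153 transcripts called in the ST were higher in stressed cows. Most were higher with the median of the control features (33 of 38), the signals left unscaled (79 of 87), normexp and quantile normalization (68 of 100), the slide as a block (37 of 52), the scan day as a block (41 of 71) and an adjusted p under 0.05 (48 of 90). The paper states that the qPCR changes hold for FOS as for the other genes, and its 1.89-fold difference had a permutation p of 0.0801. The paper's Table 1 also has FOS above 0.05. The ratio of arithmetic means gave 1.40-fold for FOS, 2.13-fold for ATF3, 3.85-fold for CEBPD and 1.79-fold for SMAD7, where the paper's values are 1.4, 2.1, 4 and 1.8. The paper lists SLC25A25, DFFB, PIGM, RAB3IL1 and TREM1 as changed in the LT alone and HYAL2 and ZNF750 in the ST alone, and all 7 names were called in both muscles. Under other settings 6 of them were called in the muscle of the paper alone. This held for SLC25A25 with the cow as a replicate block and at an adjusted p under 0.05, for DFFB with the slide or the scan day as a block, for PIGM, RAB3IL1 and TREM1 with the slide or the scan day as a block and with the signals left unscaled, for PIGM and RAB3IL1 also with normexp and quantile normalization, for RAB3IL1 also at an adjusted p under 0.05, and for ZNF750 with the median of the control features. With that median the other 6 names were called in neither muscle. The paper states that all probes of a transcript changed in the same direction, and 1 called transcript in each muscle had a probe on the other side. In the paper's Table S2, 2 transcripts of the LT and 1 of the ST also have their lowest and highest ratio on opposite sides of 1.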

Other observations

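The test of the ST fold changes with the slide as a block, the test of swapped arrays in both directions and with exchanged arrays, the list tests with the slide or the cow as a block, and those with an estimated correlation without the genes of Table S2 were chosen only after the results were seen.

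The stress labels were set against other splits of the 32 cows. Of 100 splits, the real one included, only the real one reached its count of called transcripts in the LT, the ST and both muscles. The same held for the correlation of the muscles. A random grouping is thus excluded for these results under the main settings. The other splits called up to 107 transcripts in the LT, 3 in the ST and 0 in both muscles. For diet in the LT and in the ST, for the interaction of stress and diet in the LT and in the ST, and for the interaction of muscle and stress, limma called 0 transcripts in the real split, so that all 100 splits gave a count as large and nothing can be excluded.

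The LT arrays differed between scan days in more transcripts than between the stress groups. Between the scan days of the LT, with 16 arrays each and 7 and 9 stressed cows, 913 transcripts were called, and 29.0% of the tested probes differed between the scan days. The fit with the scan day as a block called 224 transcripts for stress in the LT. The spread of the stress groups over the slides is argued against as the cause of the LT result, because 227 transcripts were called with the slide as a block, 146 of them among the 161 called without it. In the ST, 2.79% of the probes differed between slides, but 52 transcripts were called with the slide as a block, so that the uneven spread of the groups over the slides may account for part of the ST count. Over the called probes of the ST, the median ratio of the log2 fold change with and without the block was 0.967. All 289 probes kept their sign. This argues against slide differences as the source of the typical size. Of these probes, 172 belong to 36 transcripts with 2 or more probes, so the 117 transcripts with a single probe weigh less. Between slides, the median log2 fold change of the 90 lower transcripts ranged from -0.16 to -0.42. The standard errors were 1.20 times as large with the block.

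Another makeup of the samples was tested with marker lists. The blood list had 4 of 15 genes tested in the LT and 3 in the ST, and with fry its adjusted p was 0.224 in the LT and 0.344 in the ST (camera 0.596 and 0.846). With the cow as a replicate block, fry gave 0.0373 for the blood list in the LT, lower in stressed cows, and over its alternatives the adjusted p in the LT ranged up to 0.837. AHSP (log2 fold change -0.32 in the LT, -0.25 in the ST) passed adjusted over the list alone in both muscles, 0 passed over all genes, and HBB had 0.10 in the LT. The median of the list was -0.15 in the LT and -0.06 in the ST. The fat list had 6 of 12 genes tested, with a median of -0.18 in the LT and -0.43 in the ST (camera adjusted p 0.931 and 0.515), 1 gene higher in each muscle and 0 called over all genes or adjusted over the list alone. In the LT camera put the fat list higher while its median and mean were below 0. With the median of the control features, camera gave 0.0205 for the fat list in the ST, lower in stressed cows. The nerve list had 1 tested gene, too few for a set test. With so few genes, a difference in blood, fat or nerve content cannot be told apart from none.

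Another fibre type makeup would move the slow and the fast fibre genes apart. The fast fibre list had 6 of 12 genes tested and a camera adjusted p of 0.711 in the LT and 0.540 in the ST, with 1 gene higher in each muscle and 0 called over all genes or adjusted over the list alone. Its median was -0.06 in the LT, where its mean was 0.05, and -0.07 in the ST. The slow fibre list had 8 of 10 genes tested, with a median of 0.14 in the LT (camera adjusted p = 0.124) and 0.05 in the ST (camera 0.0326, fry 0.535), 7 of 8 genes higher in each muscle and 0 called over all genes or adjusted over the list alone. With the slide as a block, camera gave 0.00415 for the slow list in the ST and 0.0565 in the LT, and fry 0.459 in both. The lists thus moved apart in direction, but the fast list passed 0.05 in neither muscle and the slow list did so in the ST with camera and not with fry. A change of fibre types cannot be told apart from none with so few genes. Neither list holds a gene of Table S2.

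The lists of stress pathways were tested again without the genes of Table S2. The glucocorticoid response list had an adjusted p of 0.0110 with camera in the LT, 0.0131 with fry and 0.0825 with an estimated correlation, which is consistent with a glucocorticoid response in the LT beyond those genes. In the ST it was 0.159 with camera and 0.368 with fry, so that nothing can be told there. The immediate early list had 0.173 in the LT and 0.00470 in the ST with camera, but 0.368 and 0.265 with fry, and stays open in both muscles. The hypoxia list had 0.866 in both muscles with camera, and with 10 genes it cannot be told whether a hypoxia response took place.

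Arrays swapped between cows were tested with the correlation of the muscles of a cow across 9543 probes after the group means were removed. The own pair had a median correlation of 0.441, with the lowest at 0.106, where other pairs had a median of -0.0151 (SD 0.137) and reached 0.451. For the LT array the ST array of the same cow was highest in 26 of 32 cows, for the ST array the LT array was so in 26, and both held in 24. In the other 8 cows an array of another cow was higher in at least 1 direction, and in 1 case the LT array of one cow and the ST array of another were each the best match of the other. An exchange of the ST arrays of 2 cows raised the summed correlation in 0 of 496 pairs of cows, but in the closest pair it changed the sum by only -0.0032, far within the spread of other pairs. A swap is thus not excluded for these 8 cows, where it cannot be told apart from a weak correlation of the muscles.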
